# Cell-specific transcriptome changes in the hypothalamic arcuate nucleus in a mouse deoxycorticosterone acetate-salt model of hypertension

**DOI:** 10.3389/fncel.2023.1207350

**Published:** 2023-05-24

**Authors:** Valerie A. Wagner, Guorui Deng, Kristin E. Claflin, McKenzie L. Ritter, Huxing Cui, Pablo Nakagawa, Curt D. Sigmund, Lisa L. Morselli, Justin L. Grobe, Anne E. Kwitek

**Keywords:** snRNAseq, DOCA-salt, arcuate nucleus, AgRP neurons, microglia, mouse

## Abstract

A common preclinical model of hypertension characterized by low circulating renin is the “deoxycorticosterone acetate (DOCA)-salt” model, which influences blood pressure and metabolism through mechanisms involving the angiotensin II type 1 receptor (AT_1_R) in the brain. More specifically, AT_1_R within Agouti-related peptide (AgRP) neurons of the arcuate nucleus of the hypothalamus (ARC) has been implicated in selected effects of DOCA-salt. In addition, microglia have been implicated in the cerebrovascular effects of DOCA-salt and angiotensin II. To characterize DOCA-salt effects upon the transcriptomes of individual cell types within the ARC, we used single-nucleus RNA sequencing (snRNAseq) to examine this region from male C57BL/6J mice that underwent sham or DOCA-salt treatment. Thirty-two unique primary cell type clusters were identified. Sub-clustering of neuropeptide-related clusters resulted in identification of three distinct AgRP subclusters. DOCA-salt treatment caused subtype-specific changes in gene expression patterns associated with AT_1_R and G protein signaling, neurotransmitter uptake, synapse functions, and hormone secretion. In addition, two primary cell type clusters were identified as resting versus activated microglia, and multiple distinct subtypes of activated microglia were suggested by sub-cluster analysis. While DOCA-salt had no overall effect on total microglial density within the ARC, DOCA-salt appeared to cause a redistribution of the relative abundance of activated microglia subtypes. These data provide novel insights into cell-specific molecular changes occurring within the ARC during DOCA-salt treatment, and prompt increased investigation of the physiological and pathophysiological significance of distinct subtypes of neuronal and glial cell types.

## Introduction

In the 1970’s, (Laragh, 1971) established that approximately 25% of humans with essential hypertension exhibit low plasma renin activity. More recent studies have demonstrated that low-renin hypertension is more common among the elderly, patients of African ancestry, those with heart or renal failure, and women with preeclampsia (Shah, 2006; Buffolo et al., 2020; Joseph et al., 2021). Increased understanding of the causes and consequences of these low-renin forms of hypertension is necessary to further the development of new efficacious, safe, and personalized therapeutic approaches.

One common model of low-renin hypertension involves delivery of deoxycorticosterone acetate (DOCA) and a high dietary sodium load. This “DOCA-salt” model resulted in robust hypertension, proteinuria, and damage to various cardiovascular organs (Selye et al., 1943). Substantial evidence supports a major role for the central nervous system in the pathogenesis of DOCA-salt hypertension (Schenk and Mcneill, 1992; Yemane et al., 2010). For example, activation of the renin-angiotensin system (RAS) in the brain is required for both development and maintenance of DOCA-salt hypertension as these effects are attenuated by brain-specific delivery of angiotensin converting enzyme inhibitors or angiotensin II type 1 receptor (AT_1_R) antagonists (Itaya et al., 1986; Kubo et al., 2000; Park and Leenen, 2001). A role for microglia in the cerebrovascular effects of DOCA-salt treatment has also been previously identified (Koizumi et al., 2019). Thus, the cardiovascular effects of DOCA-salt appear to involve effects mediated through multiple distinct cell types within the brain.

Several studies have demonstrated that DOCA-salt treatment affects energy homeostasis through the stimulation of resting metabolic rate (RMR) (Goodwin et al., 1969; Gavras et al., 1975; Campión et al., 1998; Grobe et al., 2010). We and others have implicated the RAS and AT_1_R signaling within the arcuate nucleus of the hypothalamus (ARC) in RMR responses to DOCA-salt. The Brooks group and others have also demonstrated a role for this brain region (and ANG action therein) in blood pressure control (Grobe et al., 2010, 2011; Claflin et al., 2017; Shi et al., 2017, 2020, 2021; Jiang et al., 2020; Mehay et al., 2021; Oliveira et al., 2021). These findings prompt further investigation of the effects of DOCA-salt treatment upon the ARC, to better understand the interplay between blood pressure and metabolic control mechanisms within this region.

To characterize the cell-specific changes that occur within the ARC following DOCA-salt treatment, we used single-nucleus RNA sequencing (snRNAseq) to individually interrogate the transcriptomes of the many cell types within the ARC in mice treated with DOCA-salt or sham treatments. The resulting dataset provides novel insight into cell-specific molecular changes that occur within the ARC in response to DOCA-salt, which may represent novel contributors to or consequences of hypertension and hypermetabolism occurring in this model of low-renin hypertension.

## Materials and methods

### Animals

All studies were approved by the University of Iowa and Medical College of Wisconsin Institutional Animal Care and Use Committees, and conform to expectations laid out in the Guide for the Care and Use of Laboratory Animals, 8th Edition (National Research Council, 2011). Wildtype male C57BL/6J mice were obtained from the Jackson Laboratories (catalog #000664) at 5–6 weeks-of-age. All mice were housed at 24 ± 2^°^C with a 12:12 light-dark cycle in an AAALAC-approved animal facility at the University of Iowa (Iowa City, IA). Animal protocols were approved by the Institutional Animal Care and Use Committee at the University of Iowa.

### Study protocol and snRNAseq

After weaning and until shipping, animals at Jackson Laboratories were maintained on LabDiet JL Rat and Mouse/Auto 6F 5K52 diet (22% kcal from protein, 16% kcal from fat, and 62% kcal from carbohydrates; and providing 0.26% Na). Upon arrival at the University of Iowa, mice were immediately switched to Teklad 7913 diet (23% kcal from protein, 18% kcal from fat, 59% kcal from carbohydrate; and providing 0.3% Na) for the remainder of the study. Mice were weighed weekly and body composition was assessed at seven and 10 weeks-of-age using time-domain nuclear magnetic resonance (NMR; Bruker, Billerica, MA, United States, model LF50). At 7 weeks-of-age, animals were randomly assigned to either sham surgery or surgical implantation of a 50 mg pellet of deoxycorticosterone acetate (DOCA; Sigma-Aldrich, St. Louis, MO, United States) into the subcutaneous space below the scapulae under isoflurane anesthesia. Before surgery, animals were matched for body mass and body composition. Mice were supplied water *ad libitum*, and DOCA-salt mice were provided *ad libitum* access to a 0.15 M NaCl drink. We have previously documented that this intervention causes moderate hypertension, increased RMR, elevated arginine vasopressin secretion, and hypernatremia (Grobe et al., 2010, 2011; Hilzendeger et al., 2013; Claflin et al., 2017; Sandgren et al., 2018; Patil et al., 2022). At 10 weeks-of-age, mice were euthanized by CO_2_ asphyxiation, trunk blood was collected into lithium-heparin-coated tubes, and brains were immediately frozen in isopentane over dry ice. Plasma electrolytes, blood-urea-nitrogen (BUN), and hematocrit were determined using an iSTAT handheld blood analyzer (iSTAT, Chem8 + cartridges) (Patil et al., 2022). Bilateral arcuate punches from 10 μm-thick coronal slices were obtained from the remaining brains using a brain punch kit (0.74 mm in diameter) from Stoelting Co. (Illinois, USA) and stored in RNALater ICE (Thermo-Fischer, Waltham, MA, United States) at −80^°^C until day of extraction.

Four mice per condition were selected for sequencing. Post-hoc comparisons of various physiological endpoints confirm that the remaining four animals (two pools within each group) were indeed representative of the original cohort groups. For example, relative to the *n* = 4 sequenced Sham animals, the *n* = 4 sequenced DOCA-salt animals exhibited hypernatremia (+9 mEq/L, *p* = 0.03), hypokalemia (−4 mEq/L, *p* < 0.01), suppressed BUN (−16 mg/dL, *p* < 0.01), increased hematocrit (+6%, *p* = 0.03), increased kidney mass (+70 mg, *p* = 0.02), and reduced adrenal mass (−3 mg, *p* = 0.02). The *n* = 3–4 animals per group that were not used for sequencing each failed quality control during nuclei isolation and were therefore excluded.

### snRNAseq and analysis

Tissue was homogenized and nuclei resuspended following previously published methods (Deng et al., 2020). Briefly, bilateral ARC brain punches were homogenized in Nuclei EZ lysis buffer (Sigma-Aldrich, St. Louis, MO, United States). Homogenates were then filtered, collected, and centrifuged in Nuclei EZ lysis buffer. After removal of supernatant, pellets were resuspended in Nuclei Wash and Resuspension buffer. 

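The 4 pools are called DOCA-salt 1, DOCA-salt 2, Sham 1 and Sham 2 below, each with nuclei of 2 mice taken from 4, 3, 4 and 3 bilateral ARC punches. The pool was the unit of replication in all tests between treatments, so with 2 pools on each side the smallest two-sided p of an exact permutation test is 0.333. The number that a Sham pool shares with a DOCA-salt pool was not taken as a pairing. UMIs (unique molecular identifiers, each a single captured transcript) of *Xist* were between 3 and 21 in every library, while *Ddx3y*, a gene of the Y chromosome, had between 2736 and 8772.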

After tissue homogenization and nuclei isolation, samples from individual mice were pooled together according to DOCA-salt treatment pooled to provide sufficient nuclei counts per replicate, resulting in *n* = 2 Sham and *n* = 2 DOCA-salt independent biological replicates (Supplementary Table 1). Sequencing libraries were constructed using the Chromium Single Cell3’ GEM, Library & Gel Bead Kit v3 (10X Genomics, Pleasanton, CA, United States) and sequenced on an Illumina HiSeq 4000 with 150 base pair (bp) paired-end reads (Iowa Institute of Human Genetics, University of Iowa). FASTQ sequencing files (publicly available: GSE221367) were aligned to the mouse reference genome (GRCm38/mm10) and feature-barcode matrices were generated with Cell Ranger v3.0.1 (10X Genomics, Pleasanton, CA, United States). 

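The deposited matrices held whole UMI counts for 41649 barcodes that the authors had called as nuclei: 10765 in DOCA-salt 1, 19754 in DOCA-salt 2, 2805 in Sham 1 and 8325 in Sham 2, the same numbers of cells as in Supplementary Table 2. Total UMIs were 45126915, 79437196, 53257230 and 59293582 in this order. The alignment was not repeated, and droplets outside the called barcodes were not used here, so RNA free in the suspension was judged from genes of 1 cell type found in clusters of another.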

Dataset quality was confirmed by comparing the current dataset to our previously published snRNAseq datasets (Supplementary Table 2; Deng et al., 2020).

Further analyses were carried out using the R package Seurat v4.0.4. Low-quality nuclei (samples) from the four datasets were filtered out as follows: a sample must express more than 200 genes but less than 7,000 (min.features = 200, nFeature < 7,000); a sample’s gene expression profile must be composed of less than 15% mitochondrial genes (percent.mt < 15); a sample must have less than 25,000 total transcripts detected (nCount_RNA < 25,000) (Supplementary Figures 1, 2). Additionally, lowly expressed genes (expressed in less than five samples) were excluded genes (min.cells < 5). 

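These limits removed 458 barcodes of DOCA-salt 1, 847 of DOCA-salt 2, 602 of Sham 1 and 566 of Sham 2, which is 4.25%, 4.29%, 21.5% and 6.80% of each library. In Sham 1 the upper limits on genes and transcripts accounted for 599 of the removed barcodes (21.4%), against 1.74% and 1.36% in the DOCA-salt libraries and 5.48% in Sham 2. The limit on mitochondrial genes removed 271, 579, 3 and 111 barcodes. Kept were 10307, 18907, 2203 and 7759 nuclei, 39176 in all, of which 9962 (25.4%) were Sham.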

Datasets continued through preparations for integration by log normalizing gene expression, cell cycle scoring, and SC transformation (SCTransform). Datasets were integrated using 2,000 anchors and 1:25 principal component analysis (PCA) dimensions. FindNeighbors was used to compute the k.param (20) nearest neighbors for the integrated dataset (PCA dimensions = 1:30). A shared nearest neighbor modularity optimization based clustering algorithm was used in FindClusters to identify clusters of nuclei (resolution = 1.3). Cell type markers were defined by comparing each cluster to all other clusters (FindAllMarkers, min.pct = 0.25). Sub-clustering of C25_Microglia 2 and clusters with neuropeptide-related markers (Clusters 12, 16, 17, 19, 22) was conducted following similar steps as the initial clustering. Briefly, subsets of the full dataset were created, data was rescaled, PCA was rerun, k nearest neighbors was redone (FindNeighbors PCA dimensions for microglia = 1:30; PCA dimensions for neuropeptide = 1:25), and clusters were identified using FindClusters (microglia resolution = 0.5, neuropeptide resolution = 0.6). Cell types were assigned to clusters using four previous studies reporting single-cell transcriptomics within the mouse ARC and other sources (Ciofi et al., 1994; Holmstrand et al., 2014; Jeong et al., 2016; Campbell et al., 2017; Romanov et al., 2017; Han et al., 2018; Moore et al., 2018; Deng et al., 2020; Brunet Avalos and Sprecher, 2021); if no previous data were found clusters were named using the top two uniquely expressed genes.

### Statistical analysis

Physiological effects of DOCA-salt treatment on body mass, body composition, and blood analytes were assessed using two-way ANOVA with Šídák multiple comparison procedure or two-tailed independent *t*-test. The percentage of Sham and DOCA-salt nuclei within both microglia clusters and in individual microglia clusters was compared to the dataset contribution percentages (Sham = 25%, DOCA = 75%) using the Chi-square test in GraphPad Prism 9.5.1.

Differentially expressed genes were determined in Seurat using the following: FindMarkers (test.use = “MAST”, logfc.threshold = 0.1, min.pct = 0.25) (Finak et al., 2015). Inter-cluster differentially expressed genes (cluster vs. cluster not considering Sham or DOCA-salt) were filtered further for a minimum average fold change = 1.19 and a false discovery rate <5%. Intra-cluster differentially expressed genes (Sham vs. DOCA-salt within one cluster) were calculated only in clusters with at least 10% sample contribution from either Sham or DOCA-salt datasets and were filtered further for a minimum fold change = 1.07 and a false discovery rate <5%. Note that the neuropeptide-related clusters underwent DEG analysis after subclustering, separately from the primary clusters. Please note that in tables displaying DOCA-salt treatment differentially expressed genes, “pct.1” refers to the percent of nuclei within a cluster that expresses a given gene in the DOCA-salt group and “pct.2” refers to the percent of nuclei within a cluster that expresses a given gene in the Sham group.

## Results

### Physiological effects of DOCA-salt

At 7 weeks-of-age, eight male C57BL/6J mice started DOCA-salt treatment, while seven littermates underwent sham treatment. Before surgery, animals were matched for body mass and body composition. 3 weeks after surgery, mice treated with DOCA-salt exhibited a suppressed growth trajectory (Figure 1A), and this was the result of reduced fat-free mass, despite an expansion of fat mass (Figure 1B). After 3 weeks of treatment, total body water [estimated as 73.2% of fat-free mass (Segar et al., 2020)] was therefore suppressed by DOCA-salt, resulting in a significant reduction in total body hydration (Figure 1C). Further confirming the efficacy of this DOCA-salt paradigm to alter fluid and electrolyte status after 3 weeks of treatment, plasma Na was significantly increased, blood urea nitrogen was significantly reduced, and hematocrit was significantly increased (Figure 1D). Finally, tissue masses were assessed, and consistent with previous reports of this paradigm in C57BL/6J mice maintained on Teklad 7013, DOCA-salt caused increased renal mass and reduced adrenal mass but no consistent effect on cardiac mass (Supplementary Table 3). From this cohort of animals, two pairs of mice were used as representatives to be processed for snRNAseq analysis of ARC transcriptomes.

**FIGURE 1:**
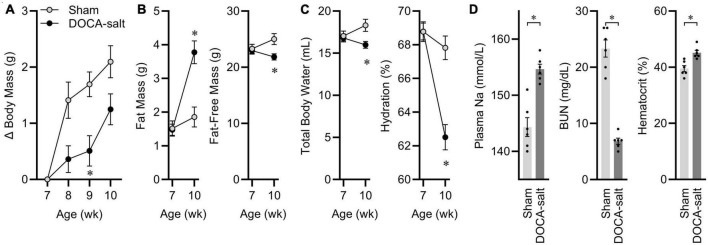
Deoxycorticosterone acetate (DOCA)-salt caused expected physiological effects. **(A)** Body mass gains. Age *p* < 0.01, DOCA-salt *p* < 0.01, Age × DOCA-salt *p* < 0.01. **(B)** Body composition. Fat: Age *p* < 0.01, DOCA-salt *p* = 0.02, Age x DOCA-salt *p* < 0.01. Fat-free mass: Age *p* = 0.26, DOCA-salt *p* = 0.10, Age × DOCA-salt *p* < 0.01. **(C)** Hydration status. Total body water: Age *p* = 0.26, DOCA-salt *p* = 0.10, Age × DOCA-salt *p* < 0.01. Hydration: Age *p* < 0.01, DOCA-salt *p* < 0.01, Age × DOCA-salt *p* < 0.01. **(D)** Plasma sodium (Na), blood urea nitrogen (BUN), and hematocrit. For all panels, *n* = 7 Sham, eight DOCA-salt male C57BL/6J. Data are presented as mean ± SEM and analyzed by two-way ANOVA and Šídák multiple comparison procedure or two-tailed independent *t*-test; *p < 0.05.

### snRNAseq dataset generation

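The counts of the 4 libraries were filtered, normalized with SCTransform, integrated and clustered with the settings that the paper gives, and every test between treatments was then run on UMI counts summed over the nuclei of a cluster within each library. This gives 2 DOCA-salt values and 2 Sham values per gene and cluster, where the paper treats nuclei as replicates. Fold changes are DOCA-salt over Sham on the log2 scale with their standard error (SE), p is from the quasi-likelihood test of edgeR 4.0.16 unless another is named, and the false discovery rate (FDR) was computed within each cluster over all its tested genes with 0.05 as the limit for a call. Counts scaled to the UMIs of a library (CPM) are given where single libraries are compared. On simulated data 200 genes were changed by a log2 fold change of 2. Of those that passed the filter, between 67.3% (counterpart of N_SC9, 2015 genes, 113 of 168) and 94.8% (astrocytes, 11018 genes, 181 of 191) were called. No changed gene was called in the wrong direction in the clusters tried. The simulation gave all libraries the same mean proportions and each gene the spread typical of its count level, so real power can be lower. In the rebuilt cluster R0 88.8% of the simulated changes were called. In its real data the gene *Bc1*, at a log2 fold change of −3.39, was not (edgeR FDR 0.753). Changes of this size as well as smaller ones can stay uncalled with 2 libraries per group.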

At 10 weeks-of-age, nuclei from the ARC were isolated following published methods and used for snRNAseq (Supplementary Table 2; Deng et al., 2020). Quality control measures in the current dataset were comparable to a previous published snRNAseq study from this group (Supplementary Table 3). 

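Depth was uneven between the 4 libraries. Supplementary Table 2 lists 92993 and 34284 mean reads per cell for Sham 1 and Sham 2 against 23438 and 13504 for DOCA-salt 1 and DOCA-salt 2, with sequencing saturation of 34.9%, 27.2%, 29.4% and 20.0%. After filtering, the median nucleus had 8215 and 3278 UMIs in the Sham libraries and 2401 and 2534 in the DOCA-salt libraries, from 3797, 2008, 1626 and 1698 genes. Nuclei with under 1000 UMIs made up 0.545% of Sham 1 but 11.9% of Sham 2, 19.2% of DOCA-salt 1 and 19.1% of DOCA-salt 2. Mitochondrial UMIs were between 4.99% and 6.21% of the median nucleus in each library.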

The R package Seurat 4.1.0 was used to perform filtering of poor-quality nuclei and unbiased clustering (Supplementary Figures 1, 2), identifying 32 clusters (Figure 2A; Hao et al., 2021). 

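With the same settings the rebuilt dataset had 29 clusters (numbered R0 to R28), and 23 or 41 at resolutions of 0.8 or 2.0. Without integration there were 36. Numbers and names of the paper's clusters were not held for single nuclei, so its clusters are matched below to rebuilt counterparts by their genes, and a difference from the paper can come from this step. Shares of nuclei per library, tested with edgeR, gave no cluster under an FDR of 0.05 (0 of 29, with 0 at an unadjusted p under 0.05 and a lowest FDR of 0.657). In 11 clusters the 2 DOCA-salt percentages lay more than 2-fold apart, most in the AgRP-like cluster R21 (3.65% of DOCA-salt 1 and 0.212% of DOCA-salt 2), and in 2 clusters the 2 Sham percentages did.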

Clusters were characterized by the top uniquely-expressed genes in each cluster (Figure 2B and Supplementary Table 4). 

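Fixed marker lists named most rebuilt clusters, among them astrocytes (R5), oligodendrocytes (R6 and R7), oligodendrocyte precursors (R14), endothelial cells (R15), microglia (R18), and neurons marked by *Agrp* (R21), *Pomc* (R20), *Ghrh* (R19) and *Tac2* (R17, named KNDy by the fixed list, with *Kiss1* nearly missing from all libraries). Others carried genes of regions around the ARC: R0 of striatal type (in part of its nuclei), R3, R22 and R25 of the ventromedial nucleus, R10 of the suprachiasmatic nucleus and R24 of the paraventricular nucleus. Leading genes of R23 were a mix of those of tanycytes and of ependymal cilia. Leading genes of the unnamed R12 and R16 included *Pmch* and *Hcrt*. Supplementary Table 4 was held with its last 795 lines missing and was not used as a list in any test.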

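Counterparts of C15, C24 and C26 were looked for in clusters made without integration, since none of the 29 integrated clusters had under 5% Sham nuclei. The counterpart of C15, led by *Ppp1r1b*, *Meis2* and *Adora2a*, had 1000 nuclei, of which 999 came from DOCA-salt 1. That of C24 (*Kcnh3*, *Rreb1*, *Bcl11b*) had 388, all from DOCA-salt 1, and that of C26 (*Pmch*, *Cartpt*, *Tacr3*) had 386, of which 382 came from DOCA-salt 2. Among all 36 clusters made this way 11 had under 5% Sham nuclei, and in 10 of these over 90% of the DOCA-salt nuclei came from a single library. With every library thinned to the same mean depth the counterparts kept this pattern (1006 of 1006, 385 of 385 and 356 of 361 nuclei from 1 library). Over whole libraries *Ppp1r1b* was at 61.5 CPM in DOCA-salt 1 and at 3.46, 4.52 and 3.34 CPM in DOCA-salt 2, Sham 1 and Sham 2, whereas *Pmch* was at 2849 CPM in DOCA-salt 2 and at 29.2, 43.9 and 30.7 CPM in DOCA-salt 1 and the Sham libraries. After integration the best matches of the 3 clusters had 16.6% (R0), 21.2% (R9) and 23.6% (R12) Sham nuclei.

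**Figure D1:**
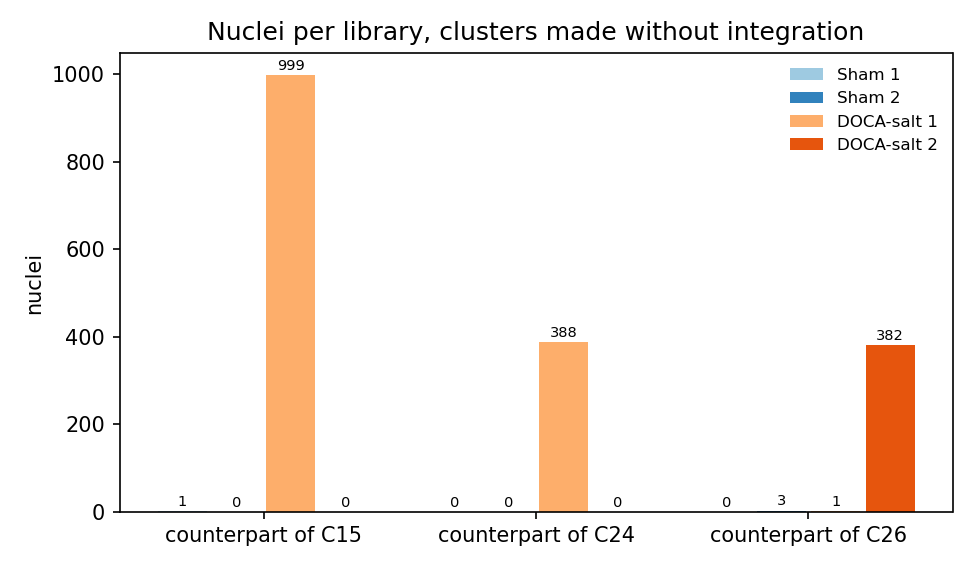
Nuclei per library in the counterparts of C15, C24 and C26 among clusters made without integration. Bars show counts of nuclei from Sham 1, Sham 2, DOCA-salt 1 and DOCA-salt 2.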

Most clusters contained nuclei from both Sham and DOCA-salt conditions, however, C15, C24, and C26 were dominated by DOCA-salt nuclei (Sham nuclei: C15 = 0.4%, C24 = 0.5%, C26 = 4.0%) (Figure 2C and Supplementary Table 5). 

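Subclusters of the neuropeptide clusters (rebuilt KNDy, *Ghrh*, *Pomc*, *Agrp* and *Sst* clusters) numbered 15 at the resolution of 0.6, 12 at 0.4 and 16 at 0.8. One of them held 61 nuclei, of which 59 were from DOCA-salt 2 and 0 from the Sham libraries. The single microglia-like cluster, R18, gave 3 subclusters with integrated values and 4 without.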

Multiple clusters with neuropeptide-related markers (C12, C16, C17, C19, and C22) and C25 were subclustered using the same algorithms to better classify subtypes of AgRP neurons and activated microglia, respectively, identifying 12 unique neuropeptide-related subclusters (N_SC) (Supplementary Table 6) and five unique activated microglia subclusters (M_SC) (Supplementary Table 7).

**FIGURE 2:**
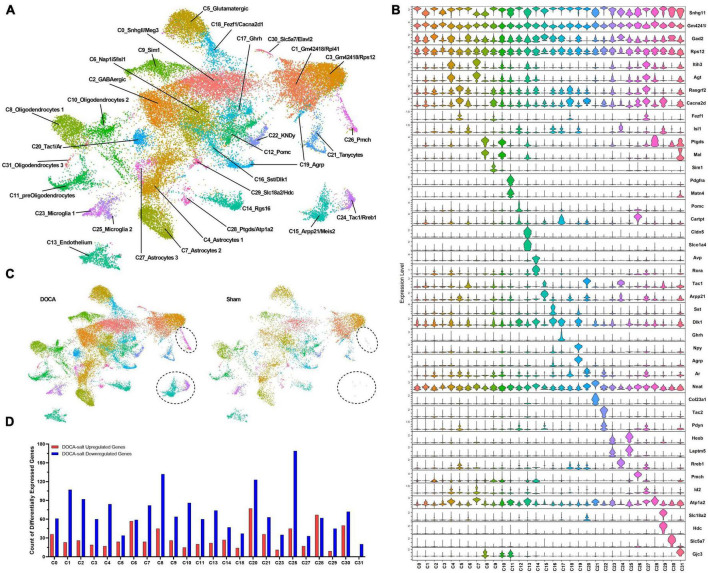
Deoxycorticosterone acetate (DOCA)-salt treatment induces differential expression of genes in individual cell types of the arcuate nucleus of the hypothalamus (ARC). **(A)** Uniform manifold approximation and projection (UMAP) plot of nuclei clusters identified by Seurat. **(B)** Expression of top marker genes that uniquely identify clusters. **(C)** UMAP plot of nuclei clusters, split by condition (Sham, DOCA-salt) with circles highlighting missing C15, C24, C26 clusters within the Sham dataset. **(D)** Differential gene expression counts by cluster between DOCA-salt and Sham conditions in all analyzed clusters (C15, C24, and C26 not analyzed due to poor representation from Sham datasets) except neuropeptide-related clusters (C12, C16, C17, C19, and C22).

### Differential gene expression and gene enrichment analyses

Clusters were selected for differential gene expression (DEG) analysis in Seurat using MAST (Finak et al., 2015) if the clusters were composed of a minimum of 10% of a given condition, to ensure reliable results. Therefore, clusters C15, C24, and C26 that were dominated by DOCA-salt nuclei (<5% Sham nuclei) were not analyzed. 

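Here a cluster was tested when each of its 4 libraries had at least 10 nuclei, which held for 28 of 29 clusters. Cluster R26 was left out, with 3 nuclei in Sham 1. Counts of calls depended on the treatment of low counts more than on any other choice, with 149 calls over the 28 clusters after the edgeR filter of low counts and 2456 without it.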

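Integrated counterparts of these clusters had nuclei of all 4 libraries and were tested. R0, the match of C15, had 1133 and 2416 nuclei of DOCA-salt 1 and 2 and 186 and 518 of Sham 1 and 2, while *Ppp1r1b* and *Adora2a* were low outside DOCA-salt 1, so it mixes striatal-type with other neurons. In R0 0 of 12432 genes were called (794 at an unadjusted p under 0.05), in R9 only *Bc1* was, and in R12, the match of C26, 4 genes were (0 higher, 4 lower). Without integration no test between treatments was possible in the 3 counterparts, as at least 1 library had fewer than 10 nuclei.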

Interestingly, DOCA-salt appeared to decrease gene expression more often in the inter-cluster DEG analysis, with 23 out of the 24 analyzed clusters having a greater count of downregulated genes than upregulated genes (Figure 2D). 

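In the rebuilt clusters 27 of 28 had more called genes lower than higher under DOCA-salt, and the other, R0, had no calls. Of 149 calls among 279720 tests, 130 (87.2%) were lower and 19 higher, and they fell on 70 genes. Much of this came from a few genes called again and again: *Bc1*, *mt-Atp8*, *Nts* and *Gm42418* gave 62 calls, all lower, and *Bc1* was the only call in 7 clusters. The other genes gave 87 calls, 68 lower and 19 higher. *Bc1* (ENSMUSG00000115783, chromosome 7, 144914470 to 144914637 on GRCm38), a non-coding RNA of 168 bp with 1 exon, was called in 27 clusters, with a median log2 fold change of −3.40 over the 28 (from −4.50 to −2.95) and both Sham libraries above both DOCA-salt libraries in every cluster. Over whole libraries it was at 208 and 313 CPM under DOCA-salt and at 2219 and 3135 CPM in Sham. In the 8 glial and vascular clusters *Bc1* was as high as in the 17 neuronal clusters, with a ratio between 1.03 and 1.20 in each library. After the 4 sums of each cluster were thinned to the smallest, 27 clusters still had more lower than higher calls (120 of 134 calls lower).

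**Figure D2:**
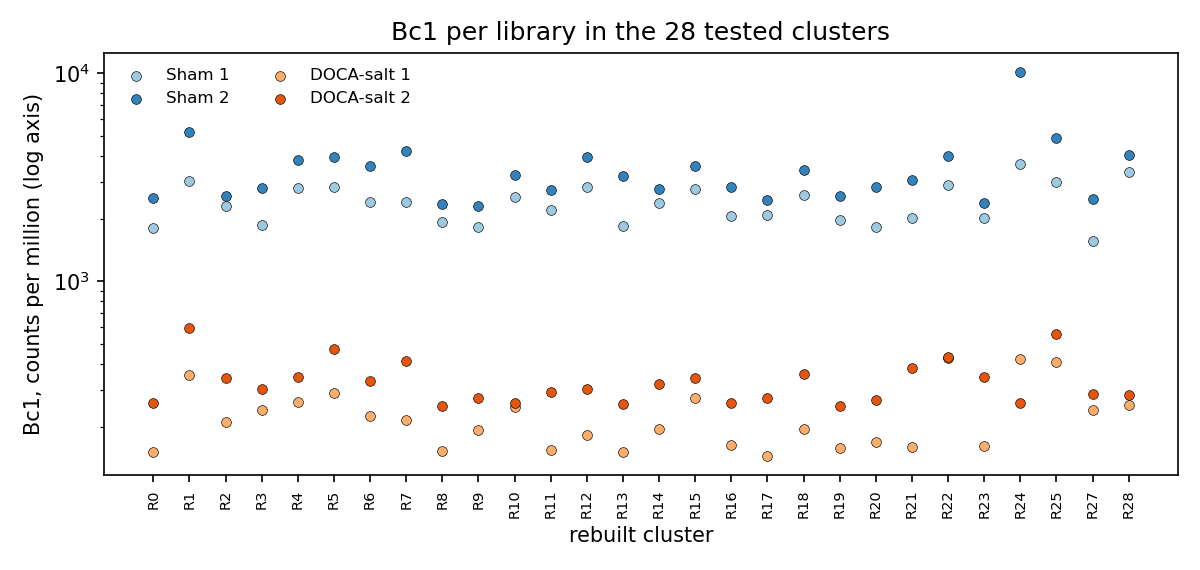
*Bc1* per library in the 28 tested rebuilt clusters, in CPM on a log axis. In every cluster both Sham libraries lie above both DOCA-salt libraries.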

All DEGs were submitted to ShinyGO 0.75 for gene enrichment analysis using Gene Ontology Biological Processes (GOBP), GO Molecular Function (GOMF), KEGG, Biocarta, and Reactome (Ge et al., 2020). Fold enrichment (FE) values are included in the text for all highlighted enrichment terms.

### Multiple subtypes of AgRP neurons

Previous single-cell and single-nucleus RNAseq studies have identified numerous neuronal subtypes with high expression of various neuropeptides (Campbell et al., 2017; Romanov et al., 2017), and our previous work has demonstrated a major role for AT_1_R signaling specifically within AgRP neurons for the integrative control of energy expenditure (Claflin et al., 2017; Morselli et al., 2018). Our initial clustering analysis identified only a handful of known neuron subtypes. To determine if our dataset contained other neuropeptide-related neuronal subtypes, clusters C12_Pomc, C16_Sst/Dlk1, C17_Ghrh, C19_Agrp, and C22_KNDy with neuropeptide marker genes were subclustered. Twelve subclusters of neuropeptide-related neurons were identified with good distribution of Sham and DOCA-salt nuclei in each subcluster (Figures 3A, B and Supplementary Tables 6, 8), which included three clusters expressing *Agrp* and *Npy* (Figure 3C). 

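The counterparts of N_SC0 (260 nuclei), N_SC2 (659 nuclei) and N_SC9 (105 nuclei, found only at a resolution of 0.8) had 23.1%, 35.1% and 53.3% Sham nuclei. All nuclei of N_SC9 lie within the 659, and tests against N_SC9 used N_SC2 as found at 0.8 (553 nuclei), which leaves them out. Libraries contributed unevenly to them: N_SC0 had 104 and 96 nuclei from DOCA-salt 1 and 2 and 11 and 49 from Sham 1 and 2, N_SC2 had 387, 41, 30 and 201, and N_SC9 had 37, 12, 3 and 53. N_SC9 was tested although Sham 1 was below the minimum of 10 nuclei, so its results rest on few nuclei. N_SC0 and N_SC2 together made up 4.76% of DOCA-salt 1 but 0.725% of DOCA-salt 2 (1.86% and 3.22% of the Sham libraries). *Agrp* (ENSMUSG00000005705, chromosome 8, 105566698 to 105637393 on GRCm38) was at 209 CPM over the whole of DOCA-salt 1 and at 1.57 CPM over DOCA-salt 2, with 52.1 and 86.2 CPM in Sham 1 and 2.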

N_SC0_Agrp/Npy/Sst/Lrp1b (subsequently referred to simply as N_SC0) showed high expression of *Sst* and modest expression of *Agrp*, *Npy*, and *Lrp1b*. 

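In the counterpart of N_SC0 *Sst* (ENSMUSG00000004366, chromosome 16, 23889573 to 23890958) was at 4943 CPM against 242 CPM in that of N_SC2, with a log2 fold change of 3.95 between them, but subclusters were picked by this gene and the value is no independent evidence. *Agrp* was lower in N_SC0 by a log2 fold change of −0.96 and *Npy* by −0.71. At least 1 UMI of *Agrp* was found in 75.0% and 3.13% of the N_SC0 nuclei of DOCA-salt 1 and 2 and in 45.5% and 89.8% of those of Sham 1 and 2, at medians of 4360.5, 3523.5, 11153 and 7267 UMIs per nucleus. In oligodendrocyte-like nuclei (R7), which should lack it, the percentages were 10.4%, 0.233%, 17.7% and 8.78% at medians of 1232, 955, 5944 and 1836 UMIs. Over all nuclei *Lrp1b* was at 140.3 CPM in the counterpart of N_SC0 and at 93.1 CPM in that of N_SC2, the lowest of the 15 subclusters. By library the values were not apart enough for a call (158 ± 45.5 against 142 ± 88.5 CPM, mean ± SD of 4 libraries, log2 fold change 0.33, edgeR p 0.0361, FDR 0.387).

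**Figure D3:**
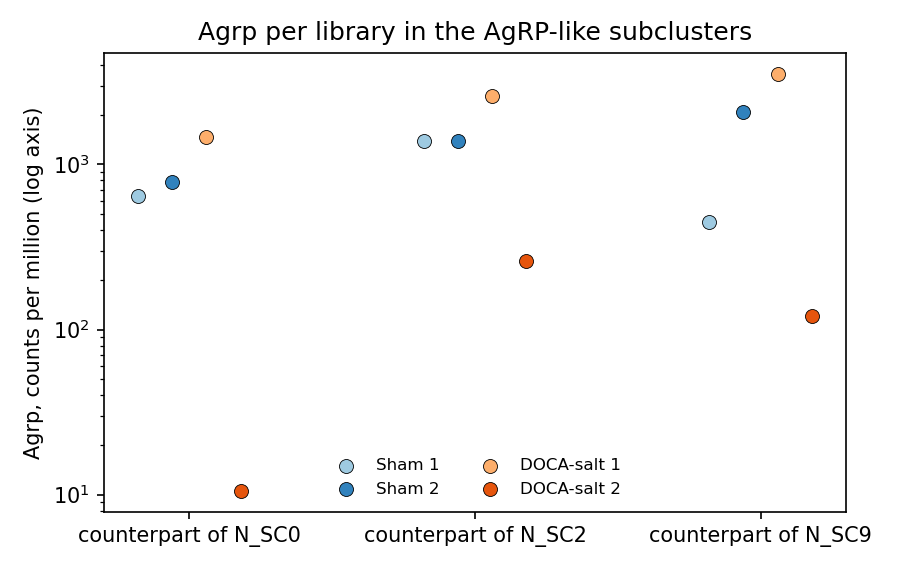
*Agrp* per library in the counterparts of N_SC0, N_SC2 and N_SC9, in CPM on a log axis. Values of DOCA-salt 2 lie below those of the other libraries in each.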

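*Agrp* was at 2589, 261, 1388 and 1382 CPM in the counterpart of N_SC2 (659 nuclei, with those of N_SC9; DOCA-salt 1, DOCA-salt 2, Sham 1, Sham 2) and at 3538, 120, 449 and 2082 CPM in that of N_SC9, and no nucleus of DOCA-salt 2 in either had 5 or more UMIs of it. Between these counterparts, tested within libraries, *Agrp* had a log2 fold change of 0.35 (N_SC2 over N_SC9, edgeR FDR 0.418) and *Npy* of −0.06. *Acvr1c* was at 280 ± 194 CPM in N_SC2 and at 174 ± 150 CPM in N_SC9 (log2 fold change 0.44, FDR 0.364). The counterpart of N_SC2 was picked by this gene, so the direction is no independent evidence.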

N_SC2_Agrp/Npy/Acvr1c (N_SC2) and N_SC9_Agrp/Npy (N_SC9) both showed high expression of *Agrp* and *Npy* and did not express *Lrp1b* but were differentiated by greater expression of *Acvr1c* in N_SC2.

**FIGURE 3:**
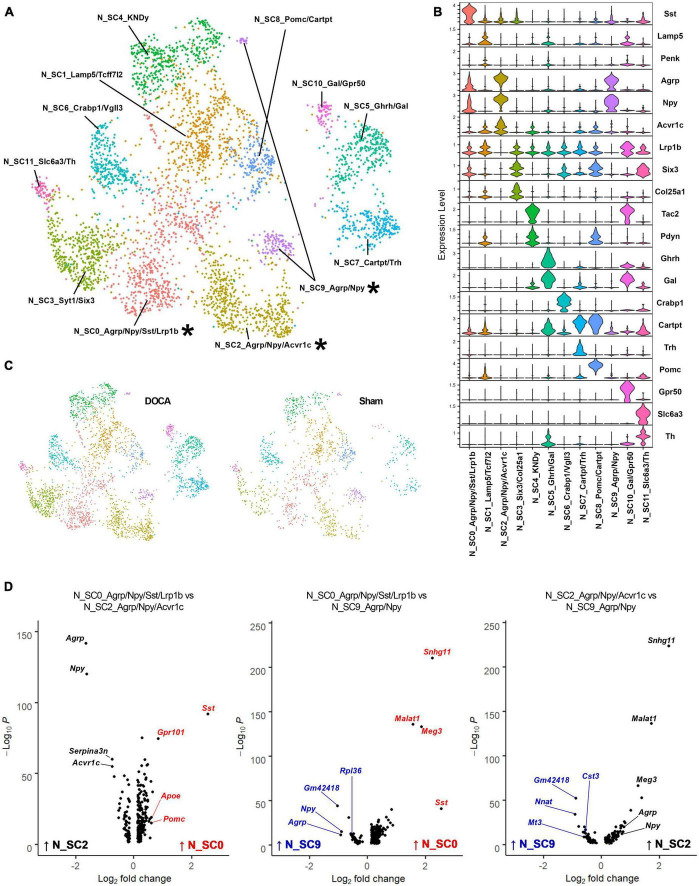
Sub-clustering of neuropeptide-related cell types reveals three subtypes of Agouti-related peptide (AgRP) neurons. **(A)** Uniform manifold approximation and projection (UMAP) plot of neuropeptide-related subclusters identified by Seurat with AgRP subtypes noted with an asterisk (*). **(B)** Expression of top marker genes that uniquely identify subclusters. **(C)** UMAP plot of nuclei sub-clusters, split by condition [Sham, deoxycorticosterone acetate (DOCA)-salt]. **(D)** Volcano plots of differentially expressed genes between pairs of the three AgRP neuronal subtypes N_SC0_Agrp/Npy/Sst/Lrp1b (red), N_SC2_Agrp/Npy/Acvr1c (black), and N_SC9_Agrp/Npy (blue).

Each of these subclusters was further analyzed using gene set enrichment to better describe the AgRP neuronal subtype identities (Supplementary Table 9). First, we examined the N_SC0 subcluster. Gene enrichment analysis of DEGs enriched in N_SC0 (114 genes versus N_SC2, 135 genes versus N_SC9) found the terms *Synaptic signaling* (GOBP, N_SC2 FE = 5.9, N_SC9 FE = 5.5), *cAMP signaling pathway* (KEGG, N_SC2 FE = 12.3, N_SC9 FE = 8.1), *G alpha i signaling events* (Reactome, N_SC2 FE = 6.3), and *AT_1_R pathway* (Biocarta, N_SC2 FE = 18.5) (Figure 3D and Supplementary Tables 10, 11). 

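With libraries as blocks, 136 genes differed between the counterparts of N_SC0 and N_SC2, 80 higher in N_SC0 and 56 higher in N_SC2, and 129 between N_SC0 and N_SC9, 34 of them higher in N_SC0. Such p-values are not independent of the clustering that made the groups. The library block mattered most, with 6 and 5 calls left when it was dropped. Of the genes listed for *Synaptic signaling* against N_SC2, 16 of 22 were higher in N_SC0 and 8 were called (12 when adjusted over the list alone). For *cAMP signaling pathway* these numbers were 9 of 9, 4 and 4, for *G alpha i signaling events* 6 of 8, 3 and 4, and for *AT_1_R pathway* 1 of 2, 1 and 1. Against N_SC9, 19 of 22 tested genes of *Synaptic signaling* were higher in N_SC0 and 4 were called, 3 of these higher in N_SC0, and 9 of 11 of the *cAMP signaling pathway* were higher. Lists chosen by the study on these same samples are not independent evidence.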

Second, we examined the N_SC2 subcluster. 

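In the counterpart of N_SC2 56 genes were called higher than in that of N_SC0 and 36 higher than in that of N_SC9. All genes that the study lists under *Adult feeding behavior* (2 of 2), *Tandem pore domain potassium channels* (2 of 2) and *Adipocytokine signaling pathway* (3 of 3) against N_SC0 were higher in N_SC2 and called. Against N_SC9 the 2 potassium channel genes were higher in N_SC2, and 0 were called.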

Gene enrichment analysis of DEGs enriched in N_SC2 (40 genes versus N_SC0, 83 genes versus N_SC9) found terms including *Adult feeding behavior* (GOBP, N_SC0 FE = 180.1), *Tandem pore domain potassium channels* (Reactome, N_SC0 FE = 147.3, N_SC9 FE = 53.8), and *Adipocytokine signaling pathway* (KEGG, N_SC0 FE = 34.2) (Figure 3D and Supplementary Tables 12, 13). Third, we examined the N_SC9 subcluster. 

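Ribosomal genes were examined as a class of 101 genes. They made up 6.69 ± 1.43% of UMIs (mean ± SD of 4 libraries) in the counterpart of N_SC9, against 4.33 ± 0.429% in that of N_SC0 and 5.09 ± 0.923% in that of N_SC2 (4.87 ± 0.782% for the 553 nuclei of N_SC2 at 0.8, which leave out those of N_SC9). Mitochondrial genes moved the same way (8.07 ± 1.74%, 4.78 ± 0.461% and 5.28 ± 1.07%, 4.90 ± 0.944% at 0.8), and the nuclear RNAs *Malat1*, *Meg3* and *Snhg11* the other way (2.81 ± 1.12%, 4.50 ± 0.891% and 4.26 ± 0.928%, 4.46 ± 0.907% at 0.8), the latter by the choice of the subcluster. Median UMIs per nucleus were lower in N_SC9 than in N_SC2 at 0.8 in each library (1749 and 2582 in DOCA-salt 1, 854.5 and 1690 in DOCA-salt 2, 6685 and 9586 in Sham 1, 2092 and 4995.5 in Sham 2). In N_SC9 95 genes were called higher than in N_SC0 and 73 higher than in N_SC2. Of the study's *Ribosome* genes 39 of 39 were higher in N_SC9 than in N_SC0 with 25 called, and 34 of 34 were higher than in N_SC2 with 5 called. For *SRP-dependent cotranslational protein targeting to membrane* 37 of 37 tested genes were higher than in N_SC0 (24 called) and 32 of 32 than in N_SC2 (4 called), and for *Large ribosomal subunit rRNA binding* 3 of 3 were higher in both comparisons (1 and 0 called).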

Gene enrichment analysis of DEGs enriched in N_SC9 (54 genes versus N_SC0, 60 genes versus N_SC2) identified many terms that referred to the ribosome and its functions, including *Ribosome* (KEGG, N_SC0 FE = 108.0, N_SC2 FE = 66.8), *Large ribosomal subunit rRNA binding* (GOMF, N_SC0 FE = 154.8, N_SC2 FE = 94.3), and *SRP-dependent cotranslational protein targeting to membrane* (Reactome, N_SC0 FE = 141.9, N_SC2 FE = 82.5) (Figure 3D and Supplementary Tables 14, 15).

### Effects of DOCA-salt upon AgRP neurons

Next, we examined the response of each AgRP subcluster to DOCA-salt treatment (Supplementary Table 16). 

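In the counterpart of N_SC0 only 3 of the 96 nuclei of DOCA-salt 2 had any UMI of *Agrp*. In DOCA-salt 1, Sham 1 and Sham 2 these were 78 of 104, 5 of 11 and 44 of 49. The libraries may therefore differ in cells here, and the test between treatments cannot separate this from an effect of DOCA-salt. In this counterpart 4 of 8412 tested genes were called between DOCA-salt and Sham (478 at an unadjusted p under 0.05). They were *Bc1* (log2 fold change −3.64, SE 0.323, edgeR FDR 5.6e-06), *Gm42418* (−2.40, FDR 9.9e-04), *mt-Atp8* (−1.82, FDR 0.0430) and *Penk* (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819; 2.85, SE 0.484, FDR 0.0307), the last at 98.3 and 88.5 CPM under DOCA-salt and 24.0 and 9.16 CPM in Sham. *Penk* was not called with DESeq2 (FDR 0.565) or with doublets removed (FDR 0.0707), and it is also among the leading genes of R0. Of the genes that Supplementary Table 16 lists for this subcluster 74 of 80 were tested, 62 (83.8%) changed in the listed direction, 1 was called and 13 were called when adjusted over the list alone. As a set, the genes listed as lower were lower than other genes by camera (p 7.3e-18) and by fry (p 0.0151), while those listed as higher were higher by camera (p 0.0439) but not by fry (p 0.518). These lists were chosen on the same samples and are not independent evidence. The copy of the table held lacks 2 of its sheets, which are of other subclusters.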

In response to DOCA-salt, N_SC0 nuclei exhibited 80 dysregulated genes (11 upregulated, 69 downregulated) compared to Sham (Figure 4A). Terms related to GPCR signaling were enriched in the DOCA-salt DEG list including *G protein-coupled receptor binding* (GOMF, FE = 6.0), *G alpha q signaling events* (Reactome, FE = 7.5), and *Neuroactive ligand-receptor interaction* (KEGG, FE = 6.3) (Supplementary Table 17).

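Of the genes that the study lists under these terms *Pmch* had the lowest p in the counterpart of N_SC0 (log2 fold change 8.05, edgeR p 5.4e-05, FDR 0.0766). Its value rests on 1 library, with 3070 CPM in DOCA-salt 2 against 26.1 in DOCA-salt 1 and 16.0 and 2.29 in Sham, and fell to 2.18 without DOCA-salt 2. *Ednrb* (−1.35, p 0.0352; −0.58 to −2.57 with single libraries left out) and *Rgs2* (−0.67, p 0.0442) came next, with an FDR of 0.866 for each. The others had log2 fold changes of 0.56 (*Gal*), 0.36 (*Gria3*), 0.22 (*Tac2*), 0.01 (*Pomc*), −0.08 (*Grm5*) and −1.36 (*Rxfp1*, −6.63 without DOCA-salt 1 and 5.54 without Sham 2), and *Rgs5* was below the count limit.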

**FIGURE 4:**
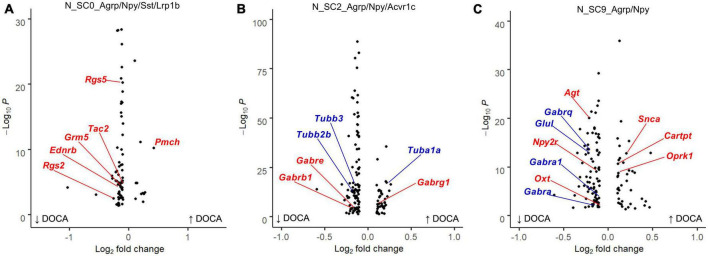
Deoxycorticosterone acetate (DOCA)-salt treatment differentially alters transcriptomes within Agouti-related peptide (AgRP) neuronal subtypes. **(A)** Differentially expressed genes between DOCA-salt and Sham conditions in N_SC0_Agrp/Npy/Sst/Lrp1b. Genes for the Reactome enrichment term *G alpha q signaling events* shown in red. **(B)** Differentially expressed genes between DOCA-salt and Sham conditions in N_SC2_Agrp/Npy/Acvr1c. Genes for GO Molecular Function enrichment term *GABA-gated chloride ion channel activity* shown in red, and for the Reactome term *Microtubule-dependent trafficking of connexons from Golgi to the plasma membrane* in blue. **(C)** Differentially expressed genes between DOCA-salt and Sham conditions in N_SC9_Agrp/Npy. Genes for GO Biological Process term *Regulation of catecholamine secretion* shown in red, and for KEGG term *GABAergic synapse* in blue.

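In the counterpart of N_SC2 5 of 9651 tested genes were called under DOCA-salt (0 higher, 5 lower; 391 at an unadjusted p under 0.05): *Bc1* (log2 fold change −3.51), *Nts* (−3.19), *Gm42418* (−2.09), *S100b* (ENSMUSG00000033208, chromosome 10, 76253853 to 76261159; −1.97, SE 0.343, edgeR FDR 0.0285) and *mt-Atp8* (−1.79). *Nts* was at 8.48 and 0 CPM under DOCA-salt and at 141 and 43.2 CPM in Sham. Of the 41 nuclei of DOCA-salt 2 in this counterpart 18 had any UMI of *Agrp* and 0 had 5 or more. In DOCA-salt 1 these were 376 and 283 of 387, at a higher median of UMIs per nucleus (2560 against 1409). The 2 DOCA-salt libraries may thus differ in cells here too. The study's list for N_SC2 had 93 of 135 genes (68.9%) in the listed direction, with 1 called and 5 when adjusted over the list alone. Its genes listed as lower were lower as a set by camera (p 2.5e-10) but not by fry (p 0.133), and those listed as higher were not higher (median log2 fold change −0.07, camera p 0.689, fry p 0.534). Of 9 fixed renin-angiotensin genes 2 were tested here and 0 called, with *Agt* at a log2 fold change of −0.79 (p 0.0212, the only one under 0.05 when adjusted over the list alone). Of 8 fixed steroid response genes 6 were tested and 0 called (2 at an unadjusted p under 0.05).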

Deoxycorticosterone acetate-salt caused altered expression of 135 genes in N_SC2 (41 upregulated, 94 downregulated) compared to Sham (Figure 4B). Many terms related to GABA signaling and synaptic signaling were enriched in the DOCA-salt DEG list including *Anterograde trans-synaptic signaling* (GOBP, FE = 5.9), *GABA-gated chloride ion channel activity* (GOMF, FE = 38.0), and *GABAergic synapse* (KEGG, FE = 11.1). 

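For the genes behind these terms no call was made in the counterpart of N_SC2. The subunit genes *Gabrb1*, *Gabre* and *Gabrg1* had log2 fold changes of −0.05, −0.41 and −0.13. *Kcnj10* had the lowest p (log2 fold change −1.24, edgeR p 5.1e-04, FDR 0.319; 53.0 and 72.5 CPM under DOCA-salt, 122 and 134 CPM in Sham), followed by *Gfap* (−1.52, p 0.00837), whose direction turned to 0.33 without Sham 2. Both are genes of astrocytes, and *Kcnj10* was called lower in the *Pomc* cluster R20 as well (−1.56, FDR 0.0281).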

Terms including *Semaphorin receptor binding* (GOMF, FE = 22.4) and *Microtubule-dependent trafficking of connexons from Golgi to the plasma membrane* (Reactome, FE = 30.9) were also enriched in N_SC2 DOCA-salt DEGs (Supplementary Table 18).

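The 3 semaphorin genes had log2 fold changes of −0.84 (*Sema6d*, edgeR p 0.0233, FDR 0.999), −0.51 (*Sema6a*) and 0.01 (*Sema5a*), and the tubulin genes of the connexon term −0.13 (*Tubb2b*), 0.23 (*Tubb3*) and 0.07 (*Tuba1a*).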

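The counterpart of N_SC9 had 2015 genes with enough counts for a test, and 6 were called under DOCA-salt (1 higher, 5 lower; 53 at an unadjusted p under 0.05). Only 1 of its 12 nuclei of DOCA-salt 2 had any UMI of *Agrp*, against 35 of 37 in DOCA-salt 1. *Pmch* (ENSMUSG00000035383, chromosome 10, 88091072 to 88092375) was higher (log2 fold change 5.07, SE 0.850, edgeR FDR 2.3e-05), with 2288 CPM in DOCA-salt 2 and 393, 0 and 29.6 CPM in DOCA-salt 1, Sham 1 and Sham 2. With doublets removed 0 genes were called higher, so *Pmch* was not called there. The lower genes included *Bc1* (−3.42), the hemoglobin gene *Hbb-bs* (−3.14) and *Gm42418* (−2.35). Of the study's list for N_SC9 60 of 121 genes were tested, with 38 (63.3%) in the listed direction, 1 called and 2 when adjusted over the list alone, and its lower genes were lower as a set by camera (p 3.1e-04) and fry (p 0.0356), while those listed as higher did not pass (camera p 0.284, fry p 0.726). The list held has 39 genes as higher, where the text of the paper gives 40. Among genes tested for the 3 terms were *Cartpt* (log2 fold change 0.49), *Agt* (−0.63), *Glul* (−0.76) and *Gabre* (−0.29). *Oxt* (0.88) was at 1686 CPM in DOCA-salt 2 and at 0 in DOCA-salt 1, and turned to −6.69 without DOCA-salt 2. *Agrp* (0.62) ranged from −3.62 without DOCA-salt 1 to 2.36 without Sham 2. An effect called in 1 subcluster and not in another was not tested for a difference between them.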

Finally, DOCA-salt caused altered expression of 122 genes in N_SC9 (40 upregulated, 82 downregulated) compared to Sham (Figure 4C), including *Regulation of catecholamine secretion* (GOBP, FE = 17.9), *Melanocortin receptor binding* (GOMF, FE = 73.6), and *GABAergic synapse* (KEGG, FE = 8.3) (Supplementary Table 19).

### Effects of DOCA-salt upon microglia

A role for microglia in the cerebrovascular effects of DOCA-salt treatment has been previously identified (Koizumi et al., 2019), prompting additional exploration of the effect of DOCA-salt upon microglia in the current dataset. Two distinct clusters (C23 and C25) were identified as microglia (Figure 2). 

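At the resolution of 1.3 the rebuilt dataset had 1 microglia-like cluster, R18, with 838 nuclei (229 and 364 from DOCA-salt 1 and 2, 61 and 184 from Sham 1 and 2). It was split once more at a low resolution of 0.05 into a part of 325 nuclei higher in the genes of Figure 5A that mark C25 (C25-like part) and a part of 513 nuclei lower in them (C23-like part), a step added after the clusters had been seen.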

Comparison of gene enrichment analysis patterns (Figure 5A and Supplementary Table 20) supported the conclusion that C23_Microglia 1 represents “resting” microglia and C25_Microglia 2 represents “activated” microglia. 

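Between the parts of R18, compared within libraries, 827 of 6608 genes were called, 519 higher in the C25-like part and 308 higher in the C23-like part, which is partly the result of splitting by expression. *P2ry12*, a gene of resting microglia and one of those by which the parts were named, was higher in the C25-like part (log2 fold change 2.58). The neuronal RNAs *Meg3* (−1.12) and *Snhg11* (−0.85) were higher in the C23-like part. Doublets were called as the highest scores at a rate set by library size, not by a threshold. So called were 44.7%, 56.7%, 3.03% and 27.2% of the nuclei of the C23-like part (DOCA-salt 1, DOCA-salt 2, Sham 1, Sham 2). In the C25-like part these were 8.70%, 3.96%, 0% and 6.17%. Of 192 tested genes of Supplementary Table 20, 176 differed in the listed direction and 143 were called.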

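In the C23-like part 3 of 5 genes listed by the study under *Regulation of microtubule polymerization* were higher than in the C25-like part (2 called), as were 1 of 2 under *Cytoskeletal regulatory protein binding* (1 called) and 2 of 2 under *GABA receptor binding* (1 called).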

Gene enrichment analysis of DEGs enriched in C23 (“resting” microglia) found terms such as *Regulation of microtubule polymerization* (GOBP, FE = 22.6), *Cytoskeletal regulatory protein binding* (GOMF, FE = 171.6), and *GABA receptor binding* (GOMF, FE = 32.2) (Supplementary Table 21). These nuclei had 46 DOCA-salt dysregulated genes (11 upregulated, 35 downregulated) compared to Sham (Figure 5B and Supplementary Table 22). 

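In the C23-like part 8 of 9830 genes were called under DOCA-salt (1 higher, 7 lower; 863 at an unadjusted p under 0.05), among them *Bc1* (log2 fold change −3.35), *Nts* (−2.02), *mt-Atp8* (−1.96) and *Gm42418* (edgeR FDR 0.00948). *Meis2* (ENSMUSG00000027210, chromosome 2, 115863064 to 116065839) was higher (3.62, SE 0.646, FDR 0.00948), at 149 and 29.7 CPM in DOCA-salt 1 and 2 and at 0 and 10.5 CPM in Sham. With DESeq2 0 genes were called higher in this part, so *Meis2* was not called there. It leads the genes of R0. Over whole libraries it was at 123 and 32.5 CPM in DOCA-salt 1 and 2 and at 5.13 and 5.46 CPM in Sham, and it was called higher in 4 rebuilt clusters, with both DOCA-salt libraries above both Sham libraries in 22 of the 22 where it was tested. *Agt* had a log2 fold change of 0.70 (p 0.0196), and with it 1 of 2 tested renin-angiotensin genes passed when adjusted over the list alone. It fell to 0.01 without DOCA-salt 2.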

Terms with the greatest fold enrichment were *Neuropeptide signaling pathway* (GOBP, FE = 19.1) and *Volume-sensitive chloride channel activity* (GOMF, FE = 248.7) (Supplementary Table 23).

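*Nts* (ENSMUSG00000019890, chromosome 10, 102481756 to 102490486) was the only gene of these terms called in the C23-like part, at 29.2 and 44.0 CPM under DOCA-salt and 152 and 153 CPM in Sham. It was lower in other cell types as well, with 14 calls in 26 tested clusters and a median log2 fold change of −2.44. *Pmch* (4.46, edgeR FDR 0.0900) turned to −2.63 without DOCA-salt 2. *Npy1r* (−0.67), *Pgr15l* (−0.55), *Ttyh1* (−0.13) and *Ttyh2* (−0.93, p 0.0665) were not called.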

**FIGURE 5:**
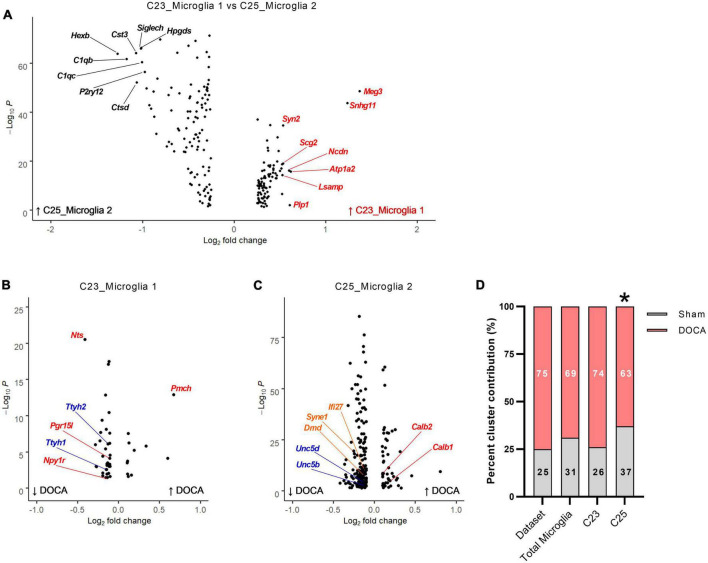
Deoxycorticosterone acetate (DOCA)-salt treatment alters transcriptomes of both resting and active microglia. **(A)** Differentially expressed genes between C23 and C25. The top eight genes enriched in C23 are shown in red and in C25 are shown in black. **(B)** Differentially expressed genes between DOCA-salt and Sham conditions in C23. Genes for Gene Ontology Biological Process (GOBP) term *Neuropeptide signaling pathway* are shown in red and for GO Molecular Function term *Volume-sensitive chloride channel activity* are shown in blue. **(C)** Differentially expressed genes between DOCA-salt and Sham conditions in C25. Genes for GO Molecular Function terms *Calcium ion binding involved in regulation of cytosolic calcium ion concentration*, *Netrin receptor activity*, and *Lamin binding* are shown in red, blue, and orange, respectively. **(D)** Percent DOCA-salt and Sham contributions of nuclei to the entire dataset, to both microglia clusters, to C23_Microglia 1, and to C25_Microglia 2. Deviation from dataset percentages determined by Chi-square test, *p < 0.05.

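Genes that the study lists as higher in C25 under *Phagocytosis* (12 of 12 tested), *Adaptive immune response* (18 of 18) and *Interleukin-6 receptor binding* (2 of 2) were all higher in the C25-like part than in the C23-like part, and all were called. By the headings of the supplementary tables these terms stand in Supplementary Table 25, while the terms of the DOCA-salt DEGs stand in Supplementary Table 24.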

Gene enrichment analysis of DEGs enriched in C25 (“active” microglia) found terms such as *Phagocytosis* (GOBP, FE = 12.6), *Adaptive immune response* (GOBP, FE = 9.7), and *Interleukin-6 receptor binding* (GOMF, FE = 55.3) (Supplementary Table 24). These nuclei had 214 DOCA-salt dysregulated genes (45 upregulated, 169 downregulated) compared to sham, the most DOCA-salt DEGs in this dataset (Figure 5C and Supplementary Table 22). 

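In R18 as a whole, the counterpart of C25 by the fixed rule, 3 of 10512 genes were called under DOCA-salt (0 higher, 3 lower; 845 at an unadjusted p under 0.05): *Bc1* (log2 fold change −3.44, SE 0.320, edgeR FDR 1.3e-05), *Nts* (−2.34, FDR 4.8e-04) and *mt-Atp8* (−1.97, FDR 0.00787). The C25-like part alone had 2 calls, *Bc1* (−3.63) and *Nts* (−4.09), among 4494 genes (419 at an unadjusted p under 0.05). Without the filter of low counts R18 had 59 calls. The largest number in any rebuilt cluster was 42 (8 higher, 34 lower) in R16, with 15 in R22 and 10 in R19. With the sums of each cluster thinned to equal depth R18 had 20 calls (5 higher, 15 lower), the largest number, with 18 each in R16 and R19.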

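Of the genes listed under *Regulation of synaptic plasticity* and *Locomotion* none was called under DOCA-salt in R18 or its C25-like part. The lowest p in the C25-like part was that of *Nrgn* (log2 fold change −1.22, SE 0.380, edgeR p 0.00336, FDR 0.314), a neuronal gene, followed by *S100b* (−1.13, p 0.00928) and *Mef2c* (0.94, p 0.0113). In R18 it was that of *S100b* (−0.96, p 8.4e-04, FDR 0.247). *Pmch* had a log2 fold change of 4.60 in R18 that turned to −2.77 without DOCA-salt 2.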

In the DOCA-salt DEGs, the GOBP terms *Regulation of synaptic plasticity* (FE = 8.4) and *Locomotion* (FE = 2.7) were enriched (Supplementary Table 25). GOMP terms for *Calcium ion binding involved in regulation of cytosolic calcium ion concentration* (FE = 105.7), *Netrin receptor activity* (FE = 35.2), and *Lamin binding* (FE = 18.7) were also enriched in DOCA-salt DEGs.

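Log2 fold changes in R18 and in its C25-like part were 0.11 and 0.18 for *Calb1* (ENSMUSG00000028222, chromosome 4, 15881264 to 15908064), 0.25 and −0.46 for *Calb2*, −0.23 and −0.54 for *Unc5d*, 0.05 and 0.04 for *Dmd* and −0.70 and −0.57 for *Syne1*. None was called. *Unc5b* (−1.40 in R18, edgeR p 0.0126, FDR 0.487) and *Ifi27* (0.02 in R18) were below the count limit in the C25-like part. *Unc5b* rests on Sham 2 (39.5 CPM against 10.7 in Sham 1).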

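Fixed gene lists of microglial state, 9 homeostatic and 14 disease-associated genes, were also tested between treatments. In the C25-like part 9 of 9 homeostatic genes were higher under DOCA-salt (median log2 fold change 0.72, camera p 9.1e-07, fry p 0.192), with 0 called over all genes, 5 at an unadjusted p under 0.05 and 2 when adjusted over the list alone. Of the disease-associated list 8 of 8 tested genes were higher (0.67, camera p 3.1e-06, fry p 0.187; 2 when adjusted over the list alone), so neither set held under fry. In the whole of R18, 6 of 9 homeostatic genes (median 0.15) and 7 of 9 tested disease-associated genes (0.20, camera p 0.00881, fry p 0.311) were higher, and in the C23-like part 7 of 9 and 6 of 9.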

To determine whether DOCA-salt treatment changes microglia activation status within the ARC, we compared the percent of microglia in each snRNAseq microglia cluster (i.e., C23_Microglia 1 vs. C25_Microglia 2) to the dataset nuclei percentages between DOCA-salt treatment conditions (Figure 5D). Percent of microglia in both C23 and C25 in Sham and DOCA-salt samples did not deviate from the dataset percent (χ^2^ *p* = 0.1659), again consistent with no change in the total number of microglia in the DOCA-salt ARC. 

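Nuclei of R18 made up 2.77% and 2.37% of Sham 1 and 2 (mean ± SD 2.57 ± 0.281%) and 2.22% and 1.93% of DOCA-salt 1 and 2 (2.07 ± 0.210%), a difference of −0.497 percentage points (exact permutation p 0.333, the smallest possible). With edgeR the log2 fold change of the share was −0.31 (SE 0.314, p 0.383, FDR 0.924). Other settings moved the difference between −0.419 and −0.878, the latter with doublets removed, and leaving out single libraries between −0.298 and −0.696. The set rate of doublets took 15.1% of the nuclei of DOCA-salt 2 but 1.77% of those of Sham 1. With the same nuclei counted over all deposited barcodes of a library, without microglia among the barcodes removed, the shares were 2.17% and 2.21% in Sham and 2.13% and 1.84% in DOCA-salt. The χ2 p-value of the paper can be reproduced from its rounded percentages taken as counts out of 100 (31 Sham against 25 gives 0.166). The paper does not state this input. From the numbers of nuclei behind these percentages (259 Sham, 569 DOCA-salt) the same test gives 3.0e-05, and it treats nuclei of a library as independent.

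**Figure D4:**
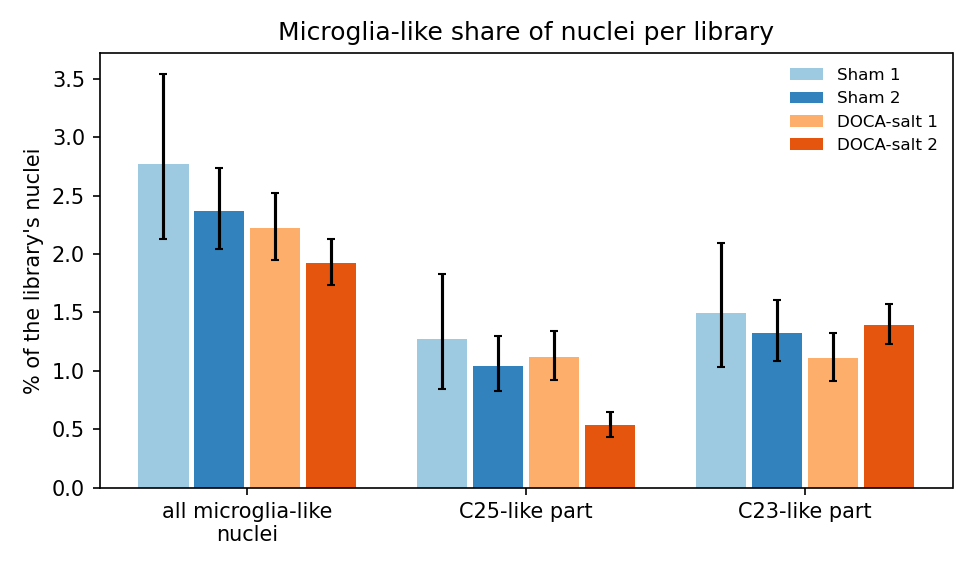
Microglia-like nuclei as percent of the nuclei kept in each library, for R18 and its 2 parts. Error bars are 95% binomial confidence intervals of single libraries.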

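Per library, the C25-like part was 1.27% and 1.04% of the nuclei of Sham 1 and 2 and 1.12% and 0.534% of those of DOCA-salt 1 and 2, a difference of −0.333 percentage points (exact permutation p 0.667). It shrank to −0.0418 without DOCA-salt 2 (95% confidence interval of that library 0.435% to 0.649%), so most of it comes from 1 library. The C23-like part was 1.41 ± 0.121% (mean ± SD) of the Sham and 1.25 ± 0.202% of the DOCA-salt libraries (−0.164 percentage points, exact permutation p 0.667). This difference ran from −0.022 without DOCA-salt 1 to −0.307 without DOCA-salt 2, and was −0.012 over all barcodes. How many nuclei fall into each part depends on the split, with 33.5% Sham nuclei in the C25-like and 26.5% in the C23-like part. Rounded percentages of the paper's C23 and C25, taken as counts out of 100, gave χ2 p-values of 0.8174 (0.8176 in the paper) and 0.00558. Its numbers of nuclei (119 Sham and 334 DOCA-salt, 140 and 235) gave 0.533 and 3.5e-08 against 25%.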

Examining clusters individually, we found that while the percent of microglia in Sham and DOCA-salt in C23 did not deviate from the dataset percent (χ^2^ *p* = 0.8176), the percent of microglia in DOCA-salt in C25 did significantly deviate from Sham (χ^2^ *p* = 0.0056). These results support the unexpected conclusion that there may be fewer activated microglia in the ARC during DOCA-salt treatment.

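From a Sham percentage in C25 above that of the dataset, beside percentages in C23 and in both clusters together that did not deviate, the paper proposes that activated microglia are fewer under DOCA-salt. In the rebuilt data the share of the C25-like part overlapped between treatments at the level of libraries (DOCA-salt 1 lay between the Sham libraries). With 2 pools of each treatment the exact permutation p cannot fall under 0.333, so this test leaves a change of this size open. Since the genes that define the C25-like part include *P2ry12*, its share is not a measure of activation alone.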

To further explore the effect of DOCA-salt upon activated microglia in the ARC, C25_Microglia 2 was subclustered to assess whether function(s) or abundances of activated microglial subtypes change in with DOCA-salt. Five subclusters of activated microglia were identified (Figures 6A, B and Supplementary Table 7). 

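R18 gave 3 subclusters with integrated values (the largest of 323 and the smallest of 214 nuclei, with medians of 908 and 3347.5 UMIs per nucleus and 4069 in the other) and 4 without integration (231, 217, 216 and 174 nuclei, medians of 690, 3735, 7896 and 1383 UMIs). Its C25-like part gave 1 subcluster with integrated values and 3 without.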

Interestingly, Sham C25 generated the bulk of M_SC0_Csf2rb/Hpgd while DOCA-salt C25 was the dominant contributor to the four other subclusters of activated microglia (M_SC1_Itgam/Sall1, M_SC2_Ptprd/Sorbs2, M_SC3_Gjc3/Lmo4, M_SC4_Ncf1/Tyrobp) (Figure 6C and Supplementary Table 26). 

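With integrated values the Sham percentages of the 3 subclusters were 33.7%, 28.2% and 23.8% around the 29.2% of R18 as a whole, the highest being 109 of 323 nuclei (95% confidence interval 28.6% to 39.2%). Without integration they were 7.36%, 1.84%, 63.9% and 49.4%. The subcluster of 63.9% Sham nuclei was the deepest and had 52 nuclei of Sham 1 and 86 of Sham 2 beside 75 of DOCA-salt 1 and 3 of DOCA-salt 2, and 178 of the 217 nuclei of the subcluster with 1.84% were from DOCA-salt 2. When every nucleus was first thinned to 500 UMIs, clustering without integration gave 2 subclusters with 32.8% and 23.5% Sham nuclei. A thinning that removed as many UMIs overall but left the depths unequal gave 45.1% as the highest, in a subcluster with 78 nuclei of DOCA-salt 2. The mostly Sham subcluster of R18 was thus not found in this control either. In the C25-like part the control gave a subcluster of 61.2% Sham nuclei (63.1% unthinned).

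**Figure D5:**
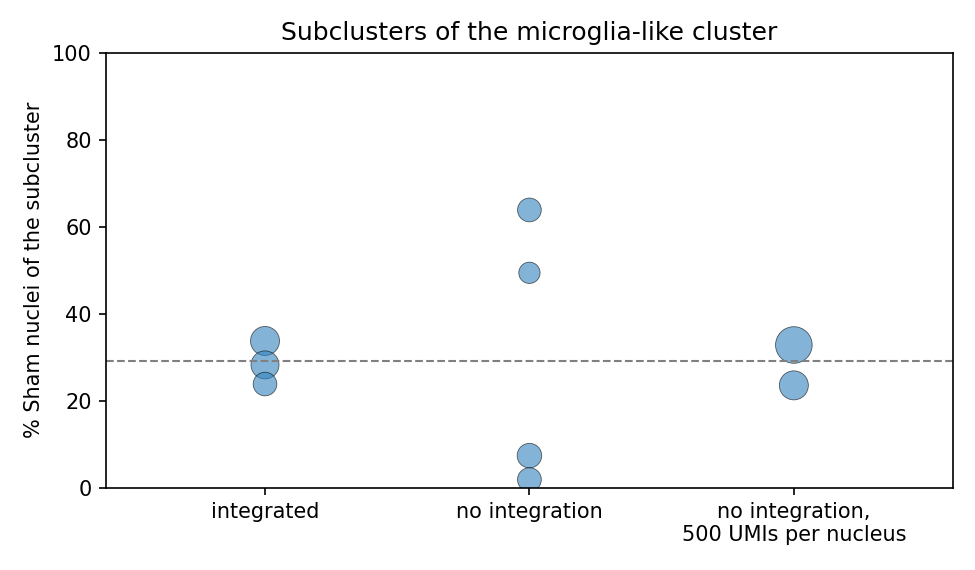
Sham percent of each subcluster of R18 with integrated values, without integration, and without integration after thinning to 500 UMIs per nucleus. Dot area is proportional to nuclei, and the dashed line is the Sham percent of R18.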

While *Trem2* was a common marker gene for activated microglia subclusters, the highest *Trem2* expression value was observed in M_SC4_Ncf1/Tyrobp (Supplementary Table 26). These results support the conclusion that there is a difference in microglial activation state after DOCA-salt treatment.

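*Trem2* was at 391, 79.4 and 106 CPM in the 3 integrated subclusters of R18, highest in the one of 323 nuclei, which also had the fewest UMIs per nucleus. Without integration it was at 809, 99.9, 82.6 and 390 CPM, highest in the subcluster with 7.36% Sham nuclei. Between treatments *Trem2* had a log2 fold change of 1.14 in the C25-like part (SE 0.358, edgeR p 0.00359, FDR 0.314; 536 and 938 CPM under DOCA-salt, 239 and 408 CPM in Sham) and of 0.47 in R18 (p 0.0584).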

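The paper takes its results to support a difference in activation state. It had reported the Sham nuclei in the bulk of M_SC0, the DOCA-salt nuclei that dominate the other 4 subclusters and the *Trem2* expression of M_SC4. In the rebuilt data a subcluster mostly of Sham nuclei, with many of DOCA-salt 1 but few of DOCA-salt 2, appeared without integration. It was not found with integrated values, at equal depth per nucleus or, for R18, after thinning to unequal depth. No gene of the fixed lists of microglial state was called between treatments over all genes. A change in state below the size detectable with 2 libraries per group is left open by these data.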

**FIGURE 6:**
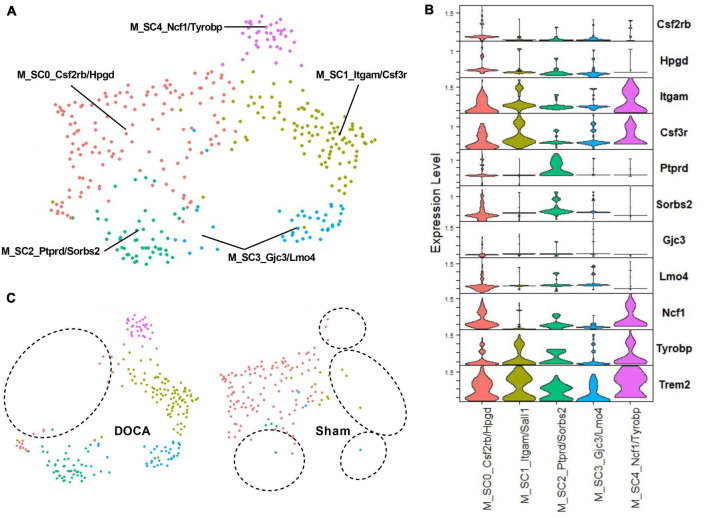
Deoxycorticosterone acetate (DOCA)-salt treatment appears to shift subtypes of activated microglia. **(A)** Uniform manifold approximation and projection (UMAP) plot of nuclei subclusters identified by Seurat within C25_Microglia 2. **(B)** Expression of the top two marker genes that uniquely identify subclusters within C25. **(C)** UMAP plot of nuclei clusters, split by condition (Sham, DOCA-salt). Circles highlight the absence of subclusters within each condition.

## Discussion

The local RAS within the ARC is implicated in the integrated control of energy expenditure and may also contribute to blood pressure control (Claflin et al., 2017; Shi et al., 2017, 2021, 2022; Morselli et al., 2018). Previous work demonstrates that DOCA-salt stimulates both energy expenditure and blood pressure through mechanisms that involve the brain RAS, and increasing evidence supports a major role for the ARC RAS in the integrated control of energy expenditure in response to various stimuli through the actions of AT_1_R within selected AgRP neurons (Itaya et al., 1986; Kubo et al., 2000; Park and Leenen, 2001; Grobe et al., 2011; Claflin et al., 2017; Morselli et al., 2018; Oliveira et al., 2022). The current study builds upon these insights by reporting high resolution profiles of ARC cell type and subtype-specific responses to DOCA-salt treatment. Our data further reveals that DOCA-salt caused unique effects within novel subtypes of ARC AgRP neurons and alters the activation status of microglia within the ARC.

Previous work supports the hypothesis that there are multiple distinct subtypes of AgRP neurons within the ARC, but unique molecular markers identifying these subtypes and the physiological roles of each subtype remain unclear. We identified three distinct subtypes, primarily characterized by co-expression of *Sst*, *Acvr1c*, or neither. Based on the previous co-localization of *Agtr1a* and *Sst* in a specific subset of AgRP neurons by Romanov et al. and our implication of AT_1_R signaling within AgRP neurons in the control of energy expenditure (Claflin et al., 2017; Romanov et al., 2017; Sapouckey et al., 2017; Morselli et al., 2018), we hypothesize that this cluster (N_SC0) represents the AT_1_R-expressing subset of AgRP neurons that is critical for the integrated control of energy expenditure in response to various stimuli such as DOCA-salt or leptin (Claflin et al., 2017; Morselli et al., 2018). While AgRP clusters marked with *Sst* and *Acvr1c* have been reported, this is the first report of a third AgRP subtype in N_SC9. Beyond *Agrp* and *Npy*, markers genes for N_SC9 were lncRNAs with relatively low expression, and therefore additional study of this subtype will be difficult.

Microglia are implicated in cerebrovascular control during DOCA-salt treatment (Koizumi et al., 2019). The current study builds upon that observation by reporting that DOCA-salt causes changes in the subtype of activated microglia without robust effects on total proportions of resting and active microglia. Further understanding the specific effects of DOCA-salt-induced active type switching, however, is hampered by limited understanding of the pathophysiological roles of individual activated subtypes. Nonetheless, we can propose identities based on activated microglia subtype marker genes. In M_SC1, increased expression of *Itgam*/Cd11b is a well-known marker of activated microglia (Holtman et al., 2017; Jurga et al., 2020). *Ptprd*/PTPσ plays an inhibitory role for phagocytosis in neurotoxic microglia (Dyck et al., 2018) and other marker genes *Gria2* and *Gria3* encode group II metabotropic glutamate receptors that regulate microglial transformation into the neurotoxic phenotype (Domercq et al., 2013), suggesting that M_SC2 is a neurotoxic subtype. In M_SC3, *Gjc3* expression has been shown to increase in microglia associated with gliomas and near trauma sites (Szulzewsky, 2015), and transcriptional regulator *Lmo4* is a coactivator in the *TGF*β signaling pathway (Lu et al., 2006), a critical pathway the regulates microglia adaptation (Zöller et al., 2018). Finally in M_SC4, increased expression of *Ncf1*/p47phox has been reported in phagocytic microglia (Haslund-Vinding et al., 2017) and upregulation of *Tyrobp* and *Trem2* (a M_SC4 top marker gene) are known markers for DAMs, Alzheimer’s disease-associated microglia with phagocytic activity (Keren-Shaul et al., 2017).

In resting microglia, DOCA-salt downregulated genes involved in volume-sensitive chloride channel activity, which may hinder microglia membrane depolarization and ramification (Eder, 1998). DOCA-salt also dysregulated neuropeptide signaling pathway genes in resting microglia likely impacting general functions of this cell type (Geloso et al., 2015). In the primary cluster of activated microglia, DOCA-salt-induced transcriptomic changes showed upregulation of calcium signaling genes and downregulation of netrin receptor and lamin binding genes. These expression changes may result in altered ability of microglia to depolarize membranes and respond to neuronal activity (Eder, 1998; Umpierre et al., 2020), may prevent DOCA-salt activated microglia from interacting with surrounding neurons (Fujita et al., 2020), and may indicate that activated microglia have reduced ability to regulate gene expression (Pascual-Reguant et al., 2018). Whether these effects are specific to DOCA-salt-induced activated microglia subtypes is yet to be determined. Thus, as the roles of these individual active microglia subtypes are clarified in future studies, the significance of their promotion by DOCA-salt should become clear.

Single-cell or -nucleus RNAseq approaches have important limitations when it comes to highly dimensional datasets (Kharchenko, 2021). Genes with high cell type specificity, such as RAS components, are lowly expressed on average in a dataset containing many cell types and are often lost in the normalization procedures. Many experiments that support an important role for the RAS within the brain in various physiological endpoints are interventional studies that utilized genetic and/or pharmacological methods to establish causal relationships and functional roles for the RAS within the brain. For example, we have demonstrated that genetic deletion of AT_1A_ from AgRP neurons has profound effects on metabolism but not blood pressure (Claflin et al., 2017). Future studies utilizing more targeted methods are also required to dissociate the primary effects of DOCA itself, or sodium loading versus the complex secondary effects of this combined treatment upon gene expression patterns.

This study had some limitations. Rodents generally exhibit sexual dimorphism with regard to cardiovascular responses to DOCA-salt, with females exhibiting less extreme responses than males (Belanger et al., 2020). Here we studied males to capture the more extreme DOCA-salt response. There are also many other brain regions that participate in the brain RAS and may respond to DOCA-salt treatment. Our recent publications direct us toward examining the ARC because interferences with AT1A in the ARC or melanocortin type 4 receptor signaling abolishes the metabolic stimulatory effects of DOCA-salt (Claflin et al., 2017; Morselli et al., 2018; Oliveira et al., 2022). In contrast, disrupting AT1A in the SFO or SON does not interrupt the metabolic stimulatory effects of DOCA-salt (Hilzendeger et al., 2013; Sandgren et al., 2018). Future studies are needed to compare the ARC cell-specific transcriptomes in females after DOCA-salt treatment and to investigate effects of DOCA-salt in other brain regions. Many imaging methods have been developed and compared for assessing microglial activation (Eme-Scolan and Dando, 2020), and these methods are the most common approach to identifying activated microglia. Emerging methods, such as snRNAseq, complement and extend those approaches through the ability to distinguish subtypes of microglia based on their transcriptome rather than morphology. Additional studies must be done to better understand the impact of DOCA-salt treatment upon microglial activation status.

In conclusion, DOCA-salt is a model of low-renin hypertension and hypermetabolism, and this model is associated with and dependent upon induction of the brain RAS and activation of the angiotensin AT_1_R within specific brain regions and cell types. Using snRNAseq methods, here we established the transcriptomic effects of DOCA-salt within individual cell types of the ARC, thereby providing a novel toolbox for investigators to explore cell-specific effects within this model. We have identified multiple distinct subtypes of AgRP neurons within the ARC and established the unique transcriptomic effects of DOCA-salt within these individual neuronal subtypes. Finally, our results highlight specific effects of DOCA-salt to alter the activation status but not abundance of microglia within the ARC. These findings, and the associated sequencing dataset, provide exciting new insight into cell-specific effects of DOCA-salt within the brain, which ultimately informs our understanding of the hypothalamic mediators and consequences of low-renin hypertension.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE221367.

## Ethics statement

This animal study was reviewed and approved by the University of Iowa and Medical College of Wisconsin Institutional Animal Care and Use Committees.

## Author contributions

VW: snRNAseq data analysis, data interpretation, and manuscript preparation. GD: DOCA-salt animal experiment, nuclei isolation, and sequencing. HC: experimental design. PN and CS: data interpretation and manuscript preparation. KC, MR, and LM: data collection from DOCA-salt animals. JG: supervision of animal and laboratory-based experiments, experiment design, data analysis, data interpretation, and manuscript preparation. AK: supervision of data analysis, data interpretation, and manuscript preparation. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Cell-specific transcriptome changes in the hypothalamic arcuate nucleus in a mouse deoxycorticosterone acetate-salt model of hypertension
**Source:** Front Cell Neurosci. 2023 May 24;17:1207350. doi: 10.3389/fncel.2023.1207350
**Supplement:** Supplementary file 21

**ONLINE SUPPLEMENT**

**Cell-type specific transcriptome changes in the hypothalamic arcuate nucleus in a mouse deoxycorticosterone acetate (DOCA)-salt model of hypertension**

Valerie A. Wagner^1,2^, Guorui Deng^3^, Kristin E. Claflin^3^, McKenzie L. Ritter^1^, Huxing Cui^3,4,5^, Pablo Nakagawa^1,6^, Curt D. Sigmund^1,6,7^, Lisa L. Morselli^8^, Justin L. Grobe^1,6,7,9,10,*^, and Anne E. Kwitek^1,6,10,11,*^

* denotes co-corresponding authors

Running title: snRNAseq of arcuate nucleus after DOCA-salt

or

Anne E. Kwitek, PhD

Department of Physiology

Medical College of Wisconsin

8701 Watertown Plank Rd

Milwaukee, WI 53226

**Table S1. Sample Cohort**

| Condition | Animal ID | ARC Punch Count | Sample ID (samples pooled after nuclei isolation) |
| --- | --- | --- | --- |
| Sham | 539_4 | 2 | Sham 1 |
|  | 540_1 | 2 |  |
|  | 541_2 | 2 | Sham 2 |
|  | 540_3 | 1 |  |
| DOCA | 539_1 | 2 | DOCA 1 |
|  | 539_3 | 2 |  |
|  | 539_5 | 1 | DOCA 2 |
|  | 540_2 | 2 |  |

Bilateral arcuate nucleus (ARC) punches (10µm thick, 0.74 diameter) were obtained from brains of Sham (n=4) and DOCA-salt treated (n=4) mice, and nuclei were isolated. 

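The punches counted in Supplementary Table 1 differ between pools but not between treatments (4 and 3 in each), while the called barcodes differed several-fold between pools.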

Nuclei obtained from individual mice were then quantitated and pooled to generate four pooled samples for snRNAseq with roughly similar abundances.

**Table S2.** **Quality control metric comparison of raw datasets versus a previously published single nucleus RNA-seq study of the mouse arcuate nucleus of the hypothalamus.**

|  | ***Samples from current study*** | | | | ***Samples from our previous study (PMC7347451)*** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample / Mouse_ID:** | **Sham 1:**  **539-4 &**  **540-1** | **Sham 2:**  **541-2 &**  **540-3** | **DOCA 1:**  **539-1 &**  **539-3** | **DOCA 2:**  **539-5 &**  **540-2** | **536-1** | **536-3** | **536-5** | **536-2 &**  **536-4** | **537-1 &**  **537-3** | **537-5 &**  **538-2** |
| **Metrics before application of exclusion criteria** | | | | | | | | | | |
| **Estimated # of Cells** | 2,805 | 8,325 | 10,765 | 19,754 | 5,436 | 4,083 | 1,871 | 7,087 | 2,842 | 6,238 |
| **Median Genes per Cell** | 4,482 | 2,156 | 1,638 | 1,684 | 2,617 | 2,227 | 2,357 | 2,309 | 3,391 | 1,125 |
| **Reads Mapped Confidently to Genome (%)** | 89.2 | 87.6 | 91.0 | 92.0 | 78.7 | 87.1 | 87.6 | 83.2 | 86.8 | 85.2 |
| **Reads Mapped Confidently to Intergenic Regions (%)** | 6.8 | 7.2 | 7.0 | 6.5 | 6.0 | 6.4 | 6.8 | 6.1 | 7.2 | 6.5 |
| **Reads Mapped Confidently to Intronic Regions (%)** | 35.7 | 36.7 | 41.3 | 35.1 | 33.3 | 36 | 35.2 | 37.1 | 39.5 | 30.8 |
| **Reads Mapped Confidently to Exonic Regions (%)** | 46.8 | 43.8 | 42.7 | 50.4 | 39.4 | 44.7 | 45.5 | 40 | 40.1 | 47.8 |
| **Reads Mapped Confidently to Transcriptome (%)** | 43.9 | 41.1 | 39.8 | 47.7 | 37.3 | 42.6 | 43.2 | 37.9 | 37.9 | 45.7 |
| **Reads Mapped Antisense to Gene (%)** | 0.9 | 0.9 | 1.1 | 1.0 | 1.0 | 1.0 | 1.1 | 0.9 | 1.0 | 1.0 |
| **Total Genes Detected** | 21,084 | 21,557 | 21,253 | 21,584 | 21,399 | 21,686 | 20,700 | 21,762 | 21,395 | 21,316 |
| **Mean Reads per Cell** | 92,993 | 34,284 | 23,438 | 13,504 | 42,009 | 70,922 | 169,944 | 43,891 | 114,980 | 48,545 |
| **Sequencing Saturation (%)** | 34.9 | 27.2 | 29.4 | 20.0 | 30.7 | 45.6 | 75.7 | 36.9 | 59.1 | 49.1 |
| **Total Nuclei detected** | 2,203 | 7,759 | 10,307 | 18,906 | 4,996 | 16 | 1,609 | 6,421 | 2,405 | 5,570 |

**Table S3. Tissue masses after three weeks of DOCA-salt treatment.**

| **Tissue** | **Sham (n=7)** | **DOCA-salt (n=8)** | **p-value** |
| --- | --- | --- | --- |
| Interscapular brown adipose (mg)  (mg/g) | 75.7±11.8  4.9±0.4 | 105.7±14.7  4.1±0.5 | 0.140  0.103 |
| Inguinal white adipose (mg)  (mg/g) | 309±27  11.5±1.0 | 397±51  15.3±1.7 | 0.340  0.218 |
| Peri-gonadal white adipose (mg)  (mg/g) | 336±57  12.9±2.3 | 486±54  18.7±1.7 | 0.068  0.051 |
| Heart ventricles (mg)  (mg/g) | 138±8  5.3±0.4 | 124±5  4.8±0.1 | 0.142  0.241 |
| Liver (g)  (mg/g) | 1.14±0.05  43.8±2.7 | 1.31±0.06  51.2±2.4 | 0.066  0.053 |
| Kidneys (mg)  (mg/g) | 346±14  13.3±0.7 | 427±11  16.7±0.3 | 0.002  <0.001 |
| Adrenal glands (mg)  (mg/g) | 4.9±0.4  0.19±0.02 | 2.9±0.33  0.12±0.02 | 0.006  0.804 |

Data presented as mean±sem, and analyzed using 2-tailed independent t-tests.

**Table S5. Count and percent of Sham and DOCA-salt samples contributing to each cluster.**

| Cluster | Sham | | DOCA-salt | |
| --- | --- | --- | --- | --- |
|  | Nuclei Count | Nuclei Percent (%) | Nuclei Count | Nuclei Percent (%) |
| C0_Snhgll/Meg3 | 807 | 20.7 | 3090 | 79.3 |
| C1_Gm42418/Rpl41 | 1251 | 40 | 1880 | 60 |
| C2_GABAergic | 448 | 14.5 | 2650 | 85.5 |
| C3_Gm42418/Rps12 | 973 | 32.9 | 1985 | 67.1 |
| C4_Astrocytes 1 | 793 | 27.4 | 2100 | 72.6 |
| C5_Glutamatergic | 561 | 22.3 | 1952 | 77.7 |
| C6_Nap1i5/Isl1 | 779 | 31 | 1732 | 69 |
| C7_Astrocytes 2 | 370 | 20.2 | 1463 | 79.8 |
| C8_Oligodendrocytes 1 | 548 | 34 | 1064 | 66 |
| C9_Sim1 | 283 | 20.5 | 1095 | 79.5 |
| C10_Oligodendrocytes 2 | 324 | 26.9 | 881 | 73.1 |
| C11_preOligodendrocyte | 299 | 25.1 | 892 | 74.9 |
| C12_Pomc | 441 | 38.9 | 692 | 61.1 |
| C13_Endothelium | 276 | 29.6 | 655 | 70.4 |
| C14_Rgs16 | 161 | 17.4 | 762 | 82.6 |
| C15_Arpp21/Meis2 | 4 | 0.4 | 910 | 99.6 |
| C16_Sst/Dlk1 | 228 | 25.7 | 658 | 74.3 |
| C17_Ghrh | 179 | 23.7 | 575 | 76.3 |
| C18_Fezf1/Cacna2d1 | 102 | 13.7 | 645 | 86.3 |
| C19_Agrp | 246 | 35 | 456 | 65 |
| C20_Tac1/Ar | 64 | 12.3 | 458 | 87.7 |
| C21_Tanycytes | 143 | 28 | 367 | 72 |
| C22_KNDy | 148 | 32.7 | 305 | 67.3 |
| C23_Microglia 1 | 119 | 26.3 | 334 | 73.7 |
| C24_Tac1/Rreb1 | 2 | 0.5 | 374 | 99.5 |
| C25_Microglia 2 | 140 | 37.3 | 235 | 62.7 |
| C26_Pmch | 14 | 4 | 339 | 96 |
| C27_Astrocytes 3 | 78 | 24.8 | 236 | 75.2 |
| C28_Ptgds/Atp1a2 | 83 | 36.1 | 147 | 63.9 |
| C29_Slc18a2/Hdc | 59 | 29.5 | 141 | 70.5 |
| C30_Slc5a7/Elavl2 | 10 | 10.8 | 83 | 89.2 |
| C31_Oligodendrocytes 3 | 29 | 33.7 | 57 | 66.3 |

**Table S8. Count and percent of Sham and DOCA-salt samples contributing to each neuropeptide-related subcluster.**

| Cluster | Sham | | DOCA-salt | |
| --- | --- | --- | --- | --- |
|  | Nuclei Count | Nuclei Percent (%) | Nuclei Count | Nuclei Percent (%) |
| N_SC0_Agrp/Npy/Sst/Lrp1b | 203 | 33.1 | 411 | 66.9 |
| N_SC1_Lamp5/Tcf7l2 | 218 | 35.7 | 393 | 64.3 |
| N_SC2_Agrp/Npy/Acvr1c | 151 | 28.6 | 377 | 71.4 |
| N_SC3_Six3/Col25a1 | 107 | 25.5 | 312 | 74.5 |
| N_SC4_KNDy | 128 | 31.5 | 278 | 68.5 |
| N_SC5_Ghrh/Gal | 82 | 26.0 | 233 | 74.0 |
| N_SC6_Crabp1/Vgll3 | 113 | 38.8 | 178 | 61.2 |
| N_SC7_Cartpt/Trh | 43 | 16.3 | 220 | 83.7 |
| N_SC8_Pomc/Cartpt | 96 | 50.3 | 95 | 49.7 |
| N_SC9_Agrp/Npy | 69 | 46.6 | 79 | 53.4 |
| N_SC10_Gal/Gpr50 | 6 | 8.3 | 66 | 91.7 |
| N_SC11_Slc6a3/Th | 26 | 37.1 | 44 | 62.9 |

**Table S26. Count and percent of Sham and DOCA-salt samples contributing to each cluster of activated microglia subclusters.**

| Cluster | Sham | | DOCA-salt | |
| --- | --- | --- | --- | --- |
|  | Nuclei Count | Nuclei Percent (%) | Nuclei Count | Nuclei Percent (%) |
| M_SC0_Csf2rb/Hpgd | 118 | 86.1 | 19 | 13.9 |
| M_SC1_Itgam/Sall1 | 11 | 10.5 | 94 | 89.5 |
| M_SC2_Ptprd/Sorbs2 | 4 | 8.2 | 45 | 91.8 |
| M_SC3_Gjc3/Lmo4 | 3 | 6.8 | 41 | 93.2 |
| M_SC4_Ncf1/Tyrobp | 4 | 10.0 | 36 | 90.0 |

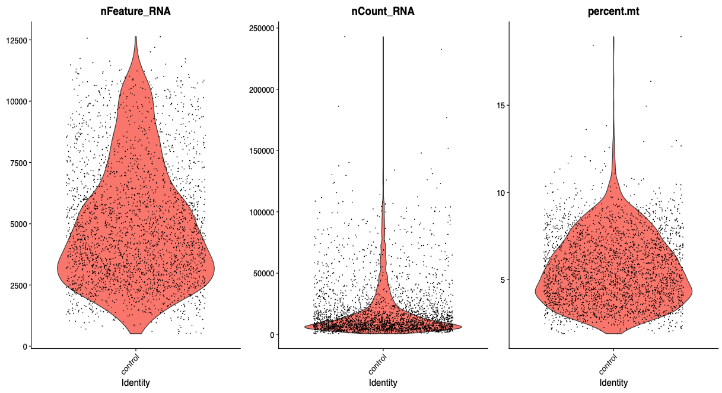

**Sham 1 (539-4 & 540-1)**

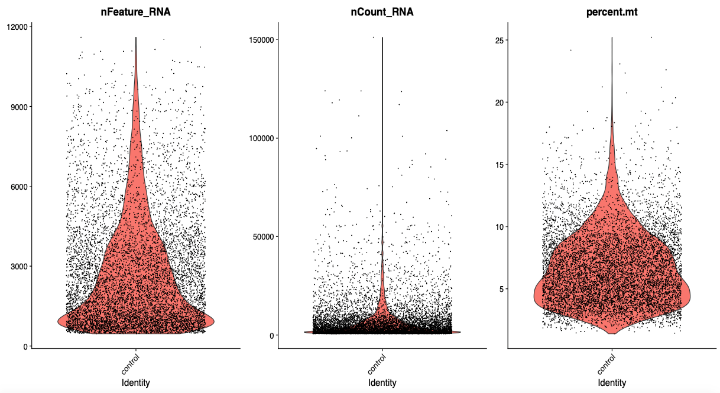

**Sham 2 (541-2 & 540-3)**

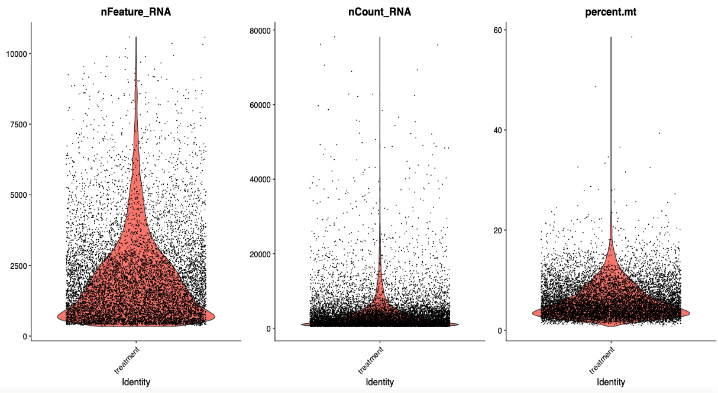

**DOCA 1 (539-1 & 539-3)**

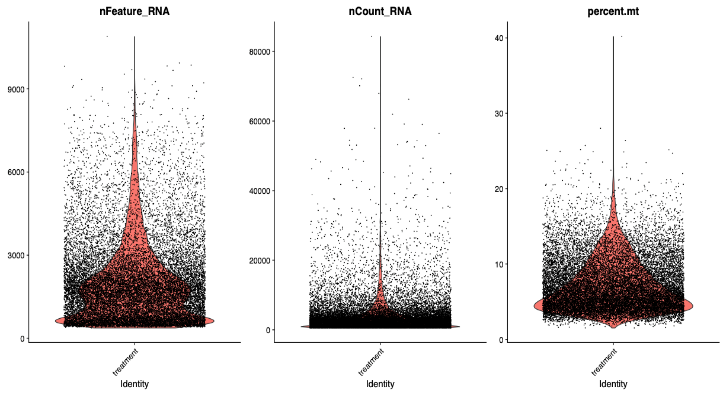

**DOCA 2 (539-5 & 540-2)**

**A**

**B**

**C**

**D**

**Figure S1.** **Quality control metrics prior to application of exclusion criteria in arcuate nucleus of the hypothalamus isolated nuclei.** Expressed gene count (nFeature), transcript count (nCount_RNA), and percent mitochondrial gene expression (percent.mt) from Sham (A) and DOCA-salt treated datasets (B). Percent of nuclei contributing to study dataset split by experimental conditions (Sham, DOCA) (C) and by sample ID (D).

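Before exclusion, median nuclei had 10705 UMIs and 4482 genes in Sham 1, 3569 and 2156 in Sham 2, 2437 and 1638 in DOCA-salt 1 and 2516 and 1684 in DOCA-salt 2.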

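Genes with at least 1 UMI numbered 21253 and 21584 in DOCA-salt 1 and 2 and 21084 and 21557 in Sham 1 and 2.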

**Sham 1(539-4 & 540-1)**

**Sham 2 (541-2 & 540-3)**

**DOCA 1 (539-1 & 539-3)**

**DOCA 2 (539-5 & 540-2)**

**A**

**B.**

**C**

**D**

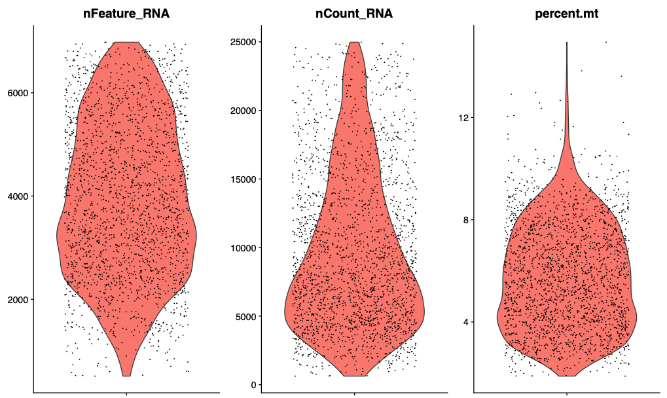

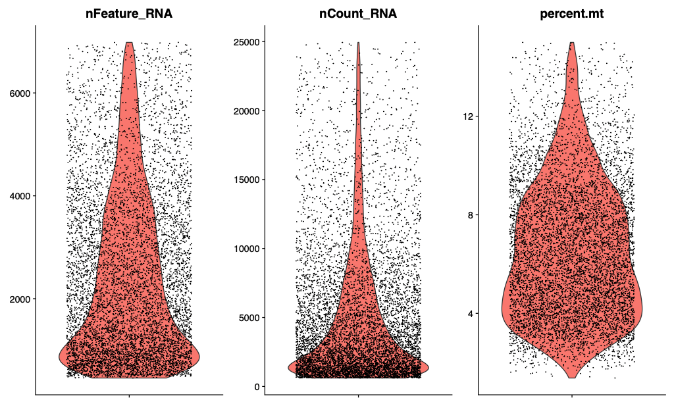

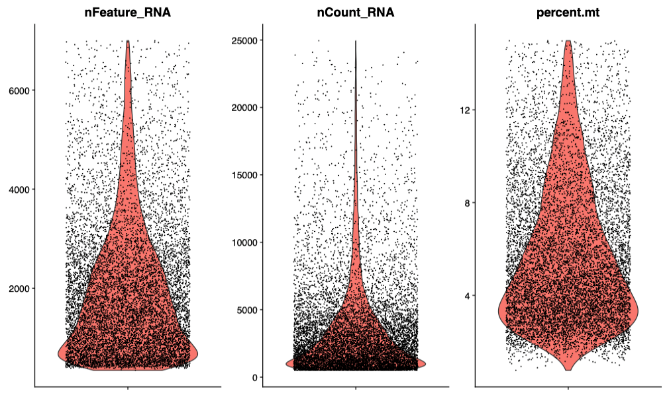

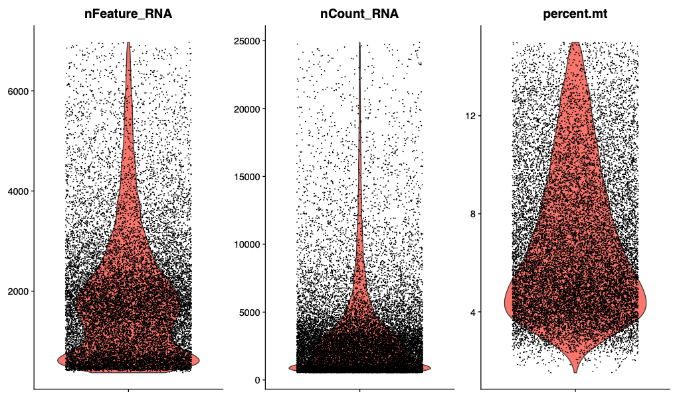

**Figure S2.** **Quality control metrics after application of exclusion criteria in arcuate nucleus of the hypothalamus isolated nuclei.** Expressed gene count (nFeature), transcript count (nCount_RNA), and percent mitochondrial gene expression (percent.mt) from Sham (A) and DOCA-salt treated datasets (B). Percent of nuclei contributing to study dataset split by experimental conditions (Sham, DOCA) (C) and by sample ID (D).

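After exclusion, and with genes found in fewer than 5 nuclei left out, 19946 genes were kept. Mean UMIs per kept nucleus were 3633 and 3670 in DOCA-salt 1 and 2 and 9648 and 5095 in Sham 1 and 2.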

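The kept nuclei of DOCA-salt 2 were 1 more than the 18906 listed by the authors, the other libraries the same numbers.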

How the deposited data were processed for this re-analysis (not part of the article)

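The data are single-nucleus RNA counts of the mouse ARC from 4 pools of nuclei, 2 of mice treated with DOCA-salt (50 mg DOCA pellet and a 0.15 M NaCl drink) for 3 weeks and 2 of Sham mice, all 10 weeks of age at collection, with 2 mice per pool. The deposited values are whole UMI counts per gene and barcode that the authors made with Cell Ranger v3.0.1 on GRCm38/mm10, restricted to barcodes called as nuclei, and they were not normalized or filtered further. Everything else was computed here from these counts.

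Nuclei with more than 200 and fewer than 7000 genes, fewer than 25000 UMIs and less than 15% mitochondrial UMIs were kept, and genes found in fewer than 5 nuclei were left out, as in the paper. Cell cycle scores were not used. Normalization (sctransform 0.4.2), integration (2000 features, 25 dimensions), neighbors (30 dimensions, 20 neighbors) and clustering (resolution 1.3) were run in Seurat 5.3.0 under R 4.3.3, where the paper used an earlier Seurat. Clusters were named by the fixed marker list with the highest mean log2 fold change over the other clusters among lists with at least 3 detected markers. A cluster was left unnamed where this mean was not above 1, where another list had more markers among its 10 leading genes, or where nuclei had few UMIs and no leading gene was a marker. Neuropeptide clusters were subclustered at 25 dimensions and a resolution of 0.6 and the microglia-like cluster at 30 dimensions and 0.5, and the latter was split into a C25-like and a C23-like part at 0.05. Counterparts of the paper's clusters were picked by genes: that of C25 as the microglia-like cluster highest in the genes that Figure 5A labels for C25, that of C23 as any other microglia-like cluster, that of N_SC0 as the AgRP-like subcluster highest in *Sst*, that of N_SC2 as the one highest in *Acvr1c*, and that of N_SC9 as the one lowest in *Snhg11*, *Meg3* and *Malat1*. Doublets were scored per library with Scrublet in scanpy 1.11.5 under Python 3.11.15. Its automatic threshold called 0, 0, 3 and 0 nuclei (DOCA-salt 1, DOCA-salt 2, Sham 1, Sham 2), so the highest scores at an expected rate of 0.8% per 1000 nuclei were taken instead (850, 2860, 39 and 482 nuclei). They stayed in the data except in an alternative.

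Counts were summed over the nuclei of a cluster in each library and compared between treatments with edgeR 4.0.16 (TMM normalization, its filter of low counts, quasi-likelihood test, FDR within a cluster under 0.05). Between subclusters the library was a block. Gene sets were tested with camera and fry of limma 3.58.1, and shares of nuclei with edgeR and with exact permutation tests in scipy 1.17.1. The MAST test of the paper, which treats nuclei as replicates, was not installed and was not run. Alternatives were DESeq2 1.42.0, size factors of the RLE kind, no filter of low counts, a block for the pool number, removal of doublets, resolutions of 0.8 and 2.0 for clusters, of 0.4 and 0.8 for neuropeptide and of 0.3 and 0.8 for microglial subclusters, clustering without integration, and leaving out each library in turn. With 1 library left in a group only fold changes were computed. The scripts were tested on simulated data drawn from the means of these libraries with negative binomial spread.

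Genes named in the text were fixed by a rule: genes that the study's text or its Figures 3 to 6 label for the cluster in question, genes that its supplementary tables list under an enrichment term named in its text, in each tested cluster the 5 called genes of largest log2 fold change whose 2 DOCA-salt values lie on one side of the 2 Sham values, 9 renin-angiotensin genes, 8 steroid response genes and 6 genes that tell the sex. A few genes that this rule covers are not reported here. Lists of 14 disease-associated and 9 homeostatic microglial genes were tested as sets. Gene positions are from the GENCODE annotation of GRCm38. Enrichment analysis with ShinyGO was not repeated, and the genes under each term were taken from the supplementary tables. Physiological measures were not analysed here.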

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

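Tests of *Bc1* in free cytoplasmic RNA, of punches that reached neighbouring regions and of free RNA behind the microglial genes were chosen only after the results were seen.

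*Bc1* was lower under DOCA-salt in all 28 tested clusters, of every cell type, and called in 27 (median log2 fold change −3.40), and Supplementary Table 16 lists it as lower in N_SC0 and N_SC2, while the text of the paper does not name it. Leaving out single libraries kept every call's sign. With each cluster's sums thinned to equal depth, 27 clusters still had more lower than higher calls. This argued against the depth of the sums as the cause of that excess, but UMIs per nucleus stayed unequal. Free cytoplasmic RNA in the suspension, more of it in the Sham libraries, was examined as an explanation. *Bc1*, a neuronal RNA, was as high in glial and vascular as in neuronal clusters (lowest ratio 1.03), and its UMIs rose with the UMIs of a nucleus with slopes between 0.77 and 0.86, against 0.95 to 0.99 for *Actb*. The hemoglobin gene *Hba-a2* went the same way, lower in 28 of 28 clusters (median −1.69). But other neuronal RNAs in glial and vascular clusters did not, with a median of 0.09 for *Sst* (4 higher, 4 lower) and means of 706 and 894 CPM under DOCA-salt and 812 and 594 CPM in Sham for *Snap25*. More free RNA in Sham and an effect of DOCA-salt on *Bc1* itself, with less of it in the tissue and so in the suspension, cannot be told apart, as both give a like level in all cell types.

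*Pmch* and *Hcrt*, genes of neurons of the lateral hypothalamus, were higher under DOCA-salt in all 8 glial and vascular clusters (median log2 fold changes 5.56 and 6.72, 0 called for either). Means over these clusters were 1274 CPM of *Pmch* in DOCA-salt 2 against 3.81 in DOCA-salt 1 and 29.7 and 6.75 in Sham 1 and 2, and 573 CPM of *Hcrt* against 0.656, 5.92 and 1.68. Without DOCA-salt 2 both medians turned negative (−1.99 and −2.21). The median of *Pmch* over the other 20 clusters was 4.58, so free RNA from neurons in the punches of 1 pool is a candidate explanation (5.56 in clusters that should lack it). A treatment effect would need the same in both DOCA-salt pools, which was not the case.

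Of 11 clusters made without integration that had under 5% Sham nuclei, 10 took over 90% of their DOCA-salt nuclei from a single library, with a median of 98.7%. In the counterparts of C15, C24 and C26 at least 99.7% of the DOCA-salt nuclei came from 1 library. The leading genes were those of striatal-type neurons for C15 and of *Pmch* neurons for C26. The counterpart of C24 was named striatal-type by the fixed lists too, with *Bcl11b* of that list among its leading genes. But *Kcnh3* and *Rreb1* are not on it, and the integrated match R9 was named ventral premammillary. Punches of single pools that reached neighbouring regions are a candidate explanation for C15 and C26, the region of C24 is left open, and a biological one by treatment has no second pool to rest on. Without integration, clusters of astrocyte genes (led also by *Hcrt* and *Oxt*) and of oligodendrocyte genes came mostly from DOCA-salt 2 too (2132 of 2279 and 754 of 790 nuclei), and whether region, free RNA or another difference between libraries divides these was not tested.

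In the C25-like part of the microglia-like cluster the fixed homeostatic list was higher under DOCA-salt, 9 of 9 genes with a median log2 fold change of 0.72, and so was the disease-associated list. Neither held under fry (p 0.192 and 0.187). Less free RNA of other cell types in the DOCA-salt libraries would raise own markers over those of other types in the other glial and vascular clusters too, and this was so in 3 of 6, with a median difference of −0.00325. R23 (−0.664) was scored on tanycyte markers although more of its leading genes are of ependymal cilia, and the oligodendrocyte-like R6 (−0.232) and R7 (−0.0526) lay below 0 too. With values that go both ways this explanation and a change in microglia cannot be told apart, and the choice of nuclei by microglial genes was not tested.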

How the results depend on the processing

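All alternatives but those named as added were set before the data were examined, and tests with the added ones were chosen only after the results were seen. Where a value moved, the cause was not tested, except that dropping a filter adds genes to the test.

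The difference in the microglia-like share, −0.497 percentage points, was −0.878 with doublets removed and −0.207 over all barcodes (added), and ran from −0.298 (lowest) to −0.696 (highest) with single libraries left out. That of the C23-like part, −0.164, was −0.566 with doublets removed and −0.012 over all barcodes (added). With single libraries left out it ran from −0.022 (without DOCA-salt 1) to −0.307 (without DOCA-salt 2).

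Over all clusters the 149 calls became 356 with DESeq2, 2456 without the filter of low counts, 85 at resolution 0.8 and 311 at 2.0. They were 132 with RLE size factors, 191 with doublets removed, 178 without integration and 134 with thinned sums (added). Leaving out single libraries kept the sign of 149 of 149. Clusters with more lower than higher calls, 27 of 28, were 12 of 12 tested without integration, 22 with doublets removed and 22 of 23 at resolution 0.8. The percent of calls that were lower, 87.2%, fell to 65.0% without the filter and to 66.5% with doublets removed. Clusters with more tested genes below 0 than above, 4, were 8 with DESeq2 and 2 at resolution 0.8, a number that the scaling largely fixes, and ran from 1 (without Sham 2) to 20 (without DOCA-salt 1 or DOCA-salt 2), with 2 without Sham 1.

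Calls in the counterpart of N_SC0, 4, were 2 with DESeq2 and 15 without the filter. In that of N_SC2 the 5 calls were 2 with DESeq2, with doublets removed or at a subcluster resolution of 0.8, and 16 without the filter. In that of N_SC9 the 6 calls were 3 with DESeq2, 2 without the filter and 4, all lower, with doublets removed. In the C23-like part the 8 calls were 37 without the filter and 13 with doublets removed. In the counterpart of C25 the 3 calls were 14 with DESeq2, 59 without the filter, 7 with doublets removed, 8 at resolution 2.0, 11 without integration at equal mean depth (added) and 20 with thinned sums (added). N_SC9 had no counterpart at 0.4 and 0.6, and with 1 microglia-like cluster at resolutions of 0.8 and 2.0 and without integration the C23-like alternatives there were not run.

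Between subclusters, the 136 calls of N_SC0 against N_SC2 were 16 with DESeq2 and 6 without the library block (33 to 139 with single libraries left out). The 129 of N_SC0 against N_SC9 were 50 with DESeq2, 12 without the filter and 5 without the library block (10 to 129). The 109 of N_SC2 against N_SC9 were 37 with DESeq2, 27 without the filter, 6 without the library block and 172 with doublets removed (18 to 95). The 827 between the C25-like and C23-like parts were 386 with DESeq2 and 365 without the library block (527 to 1008).

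The highest Sham percent of any subcluster of the counterpart of C25, 33.7%, was 63.9% without integration, 39.4% with doublets removed and 59.3% without integration and without the genes called in at least 5 clusters (added). At 500 UMIs per nucleus (added) it was 32.8%.

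Reversed were the medians of *Pmch* (5.56, from −1.99 without DOCA-salt 2 to 6.37 without DOCA-salt 1; 1.76 without Sham 2) and *Hcrt* (6.72, from −2.21 without DOCA-salt 2 to 7.35 without DOCA-salt 1; 3.23 and 1.77 without Sham 1 and Sham 2) over glial and vascular clusters. Without 1 library some single genes that were not called turned direction too, among them *Pmch* in the C23-like part (−2.63) and *Gfap* in the counterpart of N_SC2 (0.33). For the 33 results on single genes, 129 of 162 fits stayed as they were, 27 were weaker (11 of these with DESeq2), 6 stronger and 0 reversed, and of 132 fits without 1 library 28 moved by over 1.5 times. The 15 alternative percentages of RNA classes all lay within 1 SD.

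A block for the pool number as a pairing gave 858 calls over all clusters in place of 149, 7 clusters with more tested genes below 0 in place of 4, 27 calls in the C23-like part in place of 8 and 7 in the counterpart of C25 in place of 3. The microglia-like share kept a log2 fold change of −0.31 (p 0.393). Changes of the pairs correlated with a median r of −0.111 over the tested sets (−0.319 to 0.189), so the numbers give no sign of a pairing and the blocked calls are not used.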

Differences from the paper's values

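The comparison with the C25-like and C23-like parts uses tests chosen only after the result was seen. Counterparts were rebuilt by genes, and a difference from the study can come from rebuilt clusters and names. A gap is called closed where the values lie within 1.5 times of each other.

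Subclusters of the counterpart of C25 numbered 3 against the paper's 5. Of the alternatives set before the data were examined, clustering without integration (4) closed the gap. The highest Sham percent of any of them was 33.7% against the paper's 86.1%, and 63.9% without integration, which closed the gap by this limit but stays below the paper's value, while 39.4% with doublets removed did not.

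Genes changed by DOCA-salt numbered 4 (1 higher, 3 lower) in the counterpart of N_SC0 against the paper's 80 (11 and 69), 5 (0 and 5) in that of N_SC2 against the paper's 135 (41 and 94), 6 (1 and 5) in that of N_SC9 against the paper's 122 (40 and 82) and 3 (0 and 3) in that of C25 against the paper's 214 (45 and 169). None of the alternatives set before the data were examined closed these gaps. The nearest for C25 was no filter of low counts, with 59 (21 and 38). In the counterpart of C23 there were 8 (1 higher, 7 lower) against the paper's 46 (11 and 35). Of the alternatives set before the data were examined, no filter of low counts closed the gap for all (37) and higher genes (15), and none did for lower genes (22). The part used as C23 was itself chosen after seeing the values.

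Genes higher in N_SC0 than in N_SC9 numbered 34 against the paper's 135, and none of the alternatives set before the data were examined closed the gap. Genes higher in N_SC2 than in N_SC9 numbered 36 against the paper's 83, closed by removing doublets (76). Genes higher in N_SC9 than in N_SC0 numbered 95 against the paper's 54, closed by DESeq2 (44).

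Sham percentages of the best integrated matches were 16.6% for C15 against the paper's 0.4%, 21.2% for C24 against the paper's 0.5% and 23.6% for C26 against the paper's 4.0%. None of the alternatives set before the data were examined closed these gaps, and clustering without integration gave 0.1%, 0% and 0.777%.

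The paper states that C25 has the most DEGs of the dataset. In the rebuilt clusters R16 had the most with 42, and the counterpart of C25 had 3. With sums thinned to equal depth, a test chosen after seeing the values, the counterpart of C25 had 20, the most of the 28. It names 2 microglial clusters, where 1 was found at each resolution. It states that N_SC2 lacks *Lrp1b*, which over all nuclei was at 93.1 CPM in that counterpart, the lowest of the subclusters, against 140.3 CPM in that of N_SC0. By library the *Lrp1b* values of these counterparts were not apart enough for a call, and no background level was set against them. The paper gives greater *Acvr1c* in N_SC2 than in N_SC9, which had a log2 fold change of 0.44 (FDR 0.364). Its direction is no independent evidence, as the counterpart of N_SC2 was picked by *Acvr1c*. The paper calls a deviation of C25 nuclei between treatments, where the share of the C25-like part per library had an exact permutation p of 0.667. Among its gene calls, *Ednrb* in N_SC0 (FDR 0.866), *Gabrb1* in N_SC2 (log2 fold change −0.05) and *Calb1* in C25 (0.11) were not called.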

Other observations

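Tests of integration, of UMIs per nucleus, of the upper limits and of little arcuate tissue in DOCA-salt 2 were chosen only after the results were seen.

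The excess of lower over higher calls was put to a pair of technical explanations. After thinning each cluster's 4 sums to the smallest, 27 clusters had more lower calls, and 27 had more lower genes at an unadjusted p under 0.05. This argues against the depth of the sums. UMIs per nucleus stayed unequal between libraries, so this part of depth was not tested. The count of clusters also rests in places on few calls, with 1 lower call each in R9 and R17. Genes of 1 exon had a median log2 fold change of 0.0298 over clusters (0.00991 for other genes), and 0 clusters had one under −0.5, although *Bc1*, *mt-Atp8* and *Gm42418* are such genes themselves. The correlation of the fold change with gene length was negative (median −0.253, from −0.336 in R25 to −0.0815 in R12). This is opposite to what a larger share of RNA from short genes in Sham would give, which argues against this explanation for the class as a whole. Longer genes thus tended to be lower under DOCA-salt in every tested cluster. Whether a difference between libraries tied to length adds to the lower calls was not tested. Free RNA behind *Bc1* (lowest ratio 1.03) was left open, and so is an effect of treatment.

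Neuronal RNA in the C23-like part of the microglia-like cluster may come from droplets with a microglial nucleus together with another nucleus. Nuclei called doublets by their scores, at a rate set by library size, made up 32.9% of this part (mean of 4 libraries). They made up 4.71% of the C25-like part, and less than in the C23-like part in every library. The automatic threshold called 0, 0, 3 and 0 nuclei, so these percentages rest on the set rate. But neuronal RNA stayed when the called doublets were removed. In the subcluster of R18 highest in it, *Meg3* was then at 11430 CPM and *Snhg11* at 6385 CPM (10408 and 6428 CPM before). *Malat1*, *Meg3* and *Snhg11* made up 4.59 ± 1.27% of UMIs of the C23-like part (4.71 ± 1.17% before). This argues against the called doublets as the main source of this RNA. The resting state of these nuclei was not tested separately, and a mixture of real low-expressing microglia and uncalled doublets stays open.

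The counterpart of N_SC9 may hold damaged nuclei, with 8.07% mitochondrial UMIs (mean of 4 libraries), fewer UMIs per nucleus than the other AgRP-like subclusters in every library, and more ribosomal and less nuclear non-coding RNA. A subtype of neuron with high ribosomal expression was not tested separately and stays open.

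Subclusters of the microglia-like cluster made without integration were divided by library, up to 63.9% Sham nuclei in one that had 75 nuclei of DOCA-salt 1 as well but 3 of DOCA-salt 2. Genes such as *Bc1* that differ in many clusters did not account for this, since 59.3% was reached without them. A difference in UMIs per nucleus between libraries is a candidate explanation, with 32.8% as the highest percentage at 500 UMIs per nucleus. With as many UMIs removed but unequal depth it was 45.1%, in a subcluster with 78 nuclei of DOCA-salt 2. For R18 this control therefore does not separate depth from lost information. The C25-like part gave 1 cluster at 500 UMIs per nucleus and a subcluster of 61.2% Sham nuclei in the unequal control. Thinning also removes information, so a small difference in state could be lost with it. Whether integration removes a technical or a real difference (33.7% with integrated values) cannot be told apart, as integration aligns all 4 libraries whatever sets them apart.

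The microglia-like share of nuclei was lower in both DOCA-salt libraries. The upper limits on genes and UMIs remove more nuclei of other types from Sham 1 and could raise its share, and with the same nuclei counted over all barcodes the difference was −0.207 percentage points, without microglia among the barcodes removed. Both Sham libraries stayed above both DOCA-salt libraries there, by less than the counting error of Sham 1, so this and a change in microglia cannot be told apart with 2 pools per treatment.

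*Agrp* was nearly missing from DOCA-salt 2, with 1 UMI or more in 0.518% of its nuclei against 16.3%, 19.8% and 14.6% of DOCA-salt 1, Sham 1 and Sham 2. Punches of this pool that hold little of the ARC may be behind this: of 19 fixed arcuate markers other than *Agrp* 10 were lowest in DOCA-salt 2. But the classes did not go together, with 5 of 6 markers of AgRP neurons and 4 of 6 of *Pomc* neurons lowest there (the latter with *Cartpt*, left out of the 19 as it also marks *Pmch* neurons) and only 1 of 4 of KNDy (without *Kiss1*, at 0 in several libraries) and 1 of 5 of *Ghrh* neurons, and the KNDy cluster made up 2.06% of DOCA-salt 2 against 2.67%, 2.00% and 2.41% of DOCA-salt 1, Sham 1 and Sham 2. A part of the ARC missed by the punches and a loss of these neurons in 1 pool cannot be told apart.

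*Fkbp5*, of the fixed steroid response list, had a log2 fold change of 2.48 in the C25-like part (104 and 119 CPM under DOCA-salt, 20.5 and 17.8 CPM in Sham; 2.37 to 2.58 with single libraries left out), the 1 gene of that list called when adjusted over the list alone. Over all genes it was not called (edgeR FDR 0.219, 0.124 to 1.00 over the alternatives), and in R18 its log2 fold change was 0.86. No technical explanation was tested for it, and a response to the steroid is left open.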
